# High fish density delays wound healing in Atlantic salmon (*Salmo salar*)

**DOI:** 10.1038/s41598-018-35002-5

**Published:** 2018-11-15

**Authors:** Lene Rydal Sveen, Gerrit Timmerhaus, Aleksei Krasnov, Harald Takle, Sigurd Olav Stefansson, Sigurd Olav Handeland, Elisabeth Ytteborg

## Abstract

In this study, we look closer at how high fish densities influence wound repair mechanisms in post-smolt Atlantic salmon. The fish were wounded with a 5 mm skin punch biopsy needle and stocked at two different densities, a high fish density (100 kg/m^3^) treatment and a low fish density treatment (20 kg/m^3^) serving as the control. The healing wounds were followed for 57 days with samples taken 1, 3, 7, 14, 36, 43 and 57 days post wounding. The transcriptomic analysis suggests that high fish density enhance inflammation and represses cell proliferation, tissue secretion and collagen synthesis in the healing wounds. The histological analysis further showed delayed epidermal and dermal repair in the high fish density treatment compared to control. The overall wound contraction was also altered by the treatment. In conclusion, high fish density enhances immune responses and delay tissue repair, which ultimately results in delayed wound healing.

## Introduction

Sustainable growth in the Atlantic salmon (*Salmo salar*) aquaculture sector depends on good fish health and welfare. Currently, low-cost open sea cages are predominantly used for on-growth of salmon. However, there are concerns related to salmon lice (*Lepeophtheirus salmonis*), escapees, nutrient discharge and fish mortalities^1^. Development of semi-closed containment technologies (S-CCS) in sea and closed containment systems (CCS) in land-based facilities are promising strategies aiming to solve these problems, and provide further expansion of the Atlantic salmon production in Norway^2^. CCS and S-CCS are mainly intended for the production of post-smolt during a limited period after seawater transfer. As of to date, no regulation exist for maximum fish density in CCS^3^. In contrast, the maximum allowed fish density in sea cages are 25 kg/m^3^.

Crowding and high fish densities may weaken the skin and increase the risk of mechanical damage^4–8^. Damage to the skin may threaten the barrier function of the fish resulting in reduced animal welfare^9^. If the skin is severely wounded (epidermal and dermal damage), a well-conserved wound healing cascade is activated in order to restore tissue integrity. The wound healing cascade is initiated by the re-epithelialization processes, accompanied by inflammation and later onset of tissue repair and remodeling^10^. In salmonids, re-epithelialization is initiated immediately by wounding^11,12^, while inflammation lasts more than two weeks, accompanied by tissue repair which may be active more than 100 days post wounding^13^.

Cutaneous diseases and wounds are common for many farmed fish species^14,15^. Hence, there has been a few studies reporting effects of environmental factors, hormones and dietary components on the healing rate of deep cutaneous wounds. In Atlantic salmon, low water temperature result in delayed epidermal repair^11,16^, while the stress hormone cortisol delay the dermal repair processes^12^. In contrast, dietary intake of zinc enhanced epidermal repair in Atlantic salmon^16^, while the dermal repair was promoted in Rainbow trout (*Oncorhynchus mykiss*) with high dietary levels of vitamin C^17^. Other factors such as therapeutics and immunostimulants may also affect the wound healing rate in fish^18–20^. To the best of our knowledge, there is no study investigating the relationship between densities and deep cutaneous wound healing in fish.

The present study was designed to test the hypothesis that high fish density delays wound repair in post-smolt Atlantic salmon. The fish were wounded with a 5 mm biopsy needle and stocked at two different densities, a high fish density treatment (HFD) (100 kg/m^3^) and a low fish density treatment (20 kg/m^3^) serving as control. A 15k oligonucleotide array was used to observe changes in gene transcripts, while histology and photography were used to assess changes in wound morphology and contraction. Overall, our results show that HFD induces prolonged activation of inflammation and transient repression of tissue repair, which results in alterations in wound contraction.

## Results and Discussion

### Cortisol levels

The HFD treatment did not affect mortality. The overall mortality rate was low, <1% in the control and <5% in the HFD treatment. Similarly, Calabrese *et al*. 2017 did not observe increased mortality in fish reared at high densities (25–125 kg/m^3^). Significant differences in plasma cortisol levels (2-way ANOVA, p < 0.001) were found both between time points and treatment (Fig. 1). However, the post-hoc analysis only showed significant differences between groups at 43 days post wounding (dpw). Similar observations were done in our previous experiment investigating animal welfare and the effect of five different fish densities (25, 50, 75, 100 and 125 kg/m^3^)^4,5^. In this previous study, plasma cortisol levels peaked in the intermediate density treatment (75 kg/m^3^) after four weeks, whereas plasma cortisol levels in the highest density treatment (125 kg/m^3^) peaked after eight weeks. Other studies have also demonstrated that fish exposed to crowding have limited cortisol response. Basal levels of plasma cortisol in unstressed salmonid fish are normally in the range 0–5 ng/mL, while crowding resulted in an elevation of plasma cortisol to 10 mg/mL^21^. These results suggest that cortisol as a sole indicator of animal performance during long-term intensive rearing conditions may be misleading and other parameters should be included in order to assess animal welfare.

**Figure 1:**
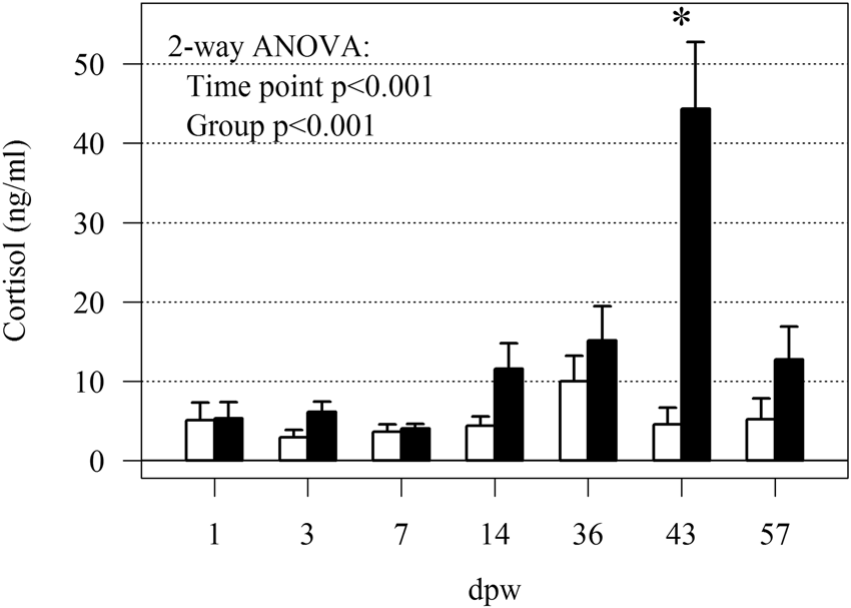
Plasma cortisol response to the treatment. The bars show mean plasma cortisol levels and error bars SEM, HFD (black bars) and control (white bars). A significant difference in plasma cortisol levels between time point and treatment was indicated by 2-way ANOVA (p < 0.001). Differences between groups (for each time point, Tukey *post-hoc* test) are indicated with a star (p < 0.05). N = 12 for treatment and time point.

### Wound contraction

To investigate how HFD affected the overall wound morphology and wound contraction, the length, width, total wound area and non-pigmented inner area of the wounds was measured. The results showed that HFD altered all measured parameters, except the total wound area (Figs 2 and 3). As a measure for wound morphology, the length and width ratios (l/w) of the wounds were calculated. Wounds from the control fish had a higher (l/w) ratio (p < 0.01) compared to the wounds of HFD treated fish from 36 dpw and onward. Thus, wounds from the HFD treatment were contracting in a more circular manner compared to control wounds. Differences was also observed between the inner non-pigmented wound area, being larger at the last three sampling points in the HFD treated samples. Fish weight and wound position did not have any significant impact on wound contraction (ANOVA, p-value > 0.05, data not presented).

**Figure 2:**
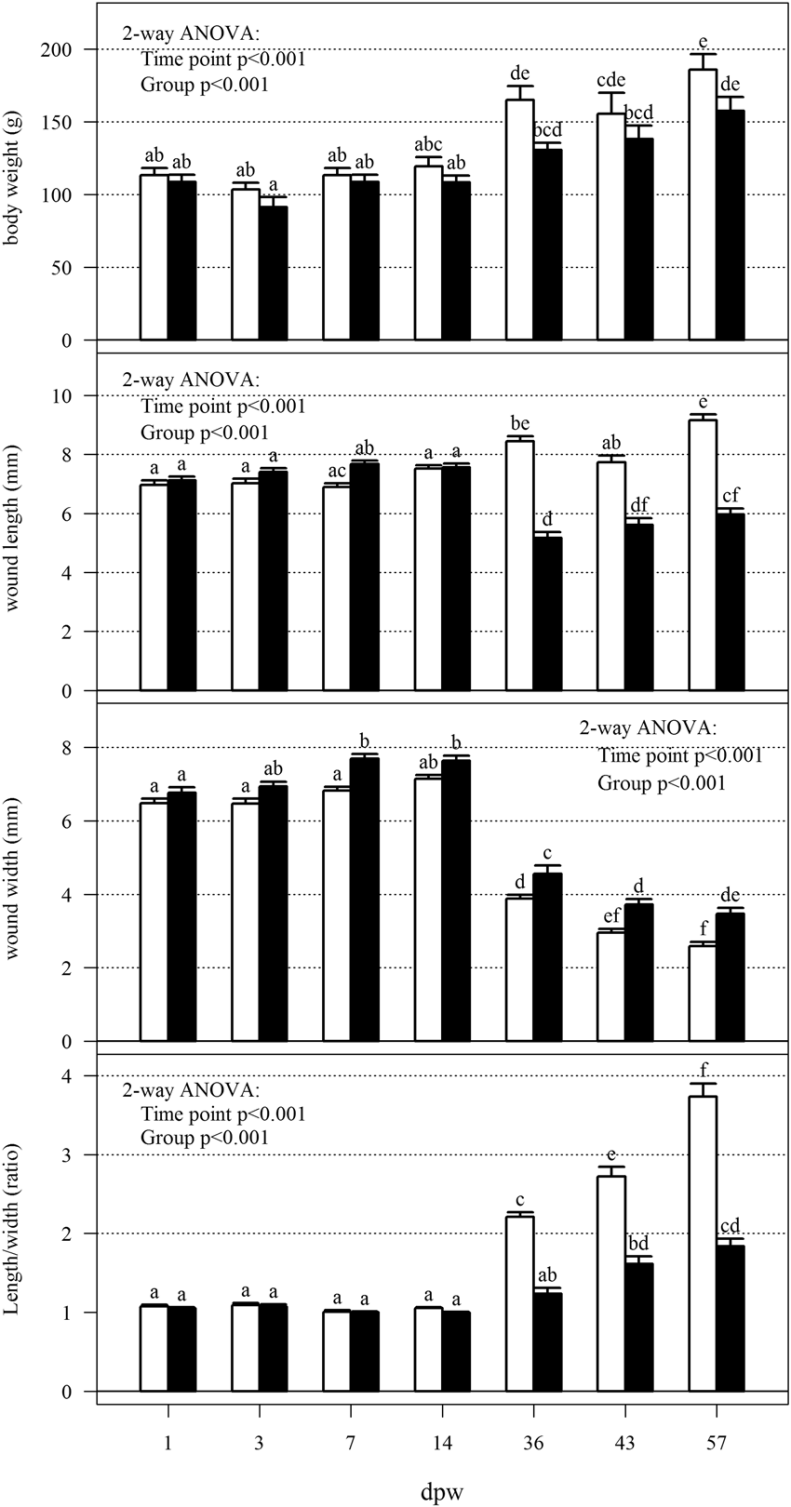
Wound measurements and body weight. Comparison of body weight, wound width, wound length and length/width ratios of the wounds. Solid bars represent the group mean and error bars SEM. 2-way ANOVA indicate significant differences between group (p < 0.001) and time point (p < 0.001) for all measurements. Lower-case letters mark differences between groups (Tukey *post-hoc* test). Groups which do not share a letter were significantly different (p < 0.05). N = 12 for treatment and time point.

**Figure 3:**
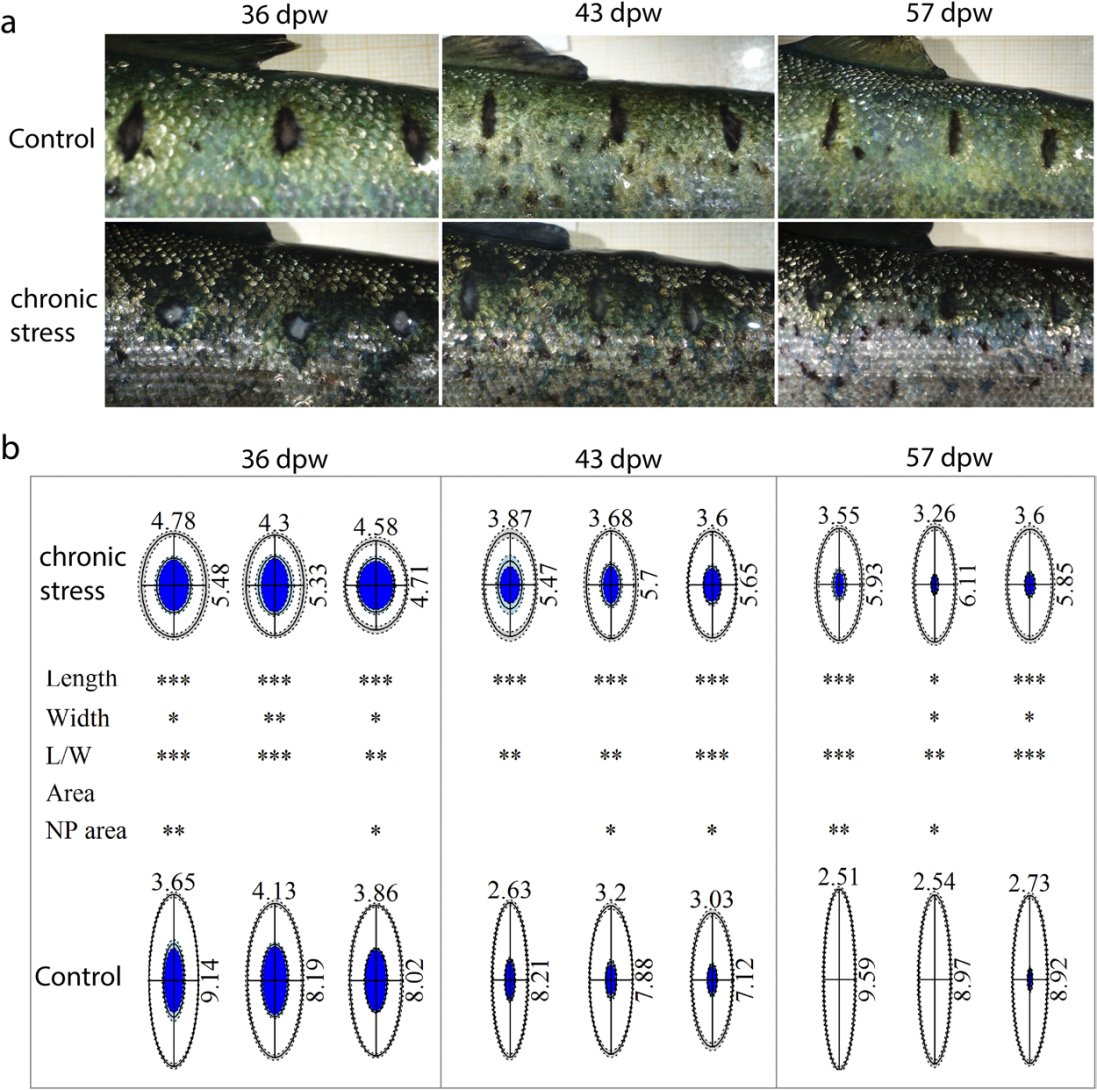
Wound morphology and wound contraction. (**a**) Representative photos of wound development at 36, 43 and 57 dpw in HFD and control treated fish. (**b**) The graphics present the total wound area as an elliptic figure. The length (mm) and width (mm) measurements are indicated in the figure. The solid lines are the mean length (L) and width (W) while the dashed lines indicate SEM. The white circle represents the whole wound area, the blue circle represents the inner non-pigmented area (NP). Significance levels of pairwise comparison of wounds in the same position and at the sampling point is indicated, stars indicate significance levels (P-value *0.05, **0.01, ***0.001) according to Kruskal-Wallis rank test. N = 12 for treatment and time point.

### Microarray

To better understand the molecular processes behind the alterations in wound contraction, the transcriptomic response in the wounds was measured with a 15k oligonucleotide microarray. 

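The arrays were read in one colour: the RNA of one skin sample was labelled with Cy3 and hybridised to one array. Wounded skin was taken from 5 fish per treatment at 1, 3, 7 and 14 dpw and at 36, 43 and 57 dpw. Intact skin, which stands for 0 dpw, came from 4 fish per treatment, so that 78 fish were measured. Each treatment was kept in one tank, and tank and treatment cannot be told apart. The methods count 78 arrays, whereas 79 scans were deposited. The additional scan is a repeat of control fish 3 at 57 dpw, and the mean of its 2 arrays was used as 1 fish. For RNA extraction the methods name a PureLink Pro kit with TRIzol, and the sample labels name an RNeasy Mini kit. The authors deposited the spot intensities of Agilent's Feature Extraction software 12.0.1.1, not normalized between arrays, and a table of values scaled to one mean per array, which was used as an alternative.
Each array held 15377 spots, of which 536 were controls and 14841 were salmonid probes. The processed signal of the software, from which the background had been subtracted, was set on the log2 scale and the 75th percentile of its array was subtracted. That percentile lay between 254.0 and 1066 intensity units, with a median of 560.3 on HFD arrays and 529.8 on control arrays. Between 60.1% and 94.5% of the probes were well above background on an array, with medians of 85.5% for HFD and 83.6% for control. Spots that the software marked as outliers (2 to 1036 per array) were left out, and no spot was saturated. A probe was tested at a given day when it was well above background on at least as many arrays as the smaller group held. HFD was compared with control at each day by limma, with the study's criteria of a log2 fold change beyond 0.8 in either direction and an unadjusted p under 0.05, and with Benjamini-Hochberg adjustment beside them.
The number of arrays limits the precision. With 5 fish against 5, the smallest two-sided exact permutation p is 0.0079, and with 4 against 4 it is 0.029. In data simulated with the spread of the 3 dpw arrays, 200 of 12837 probes were changed. The study's criteria found 96% of the probes changed by 2 and 83% of those changed by 1 on the log2 scale, together with 181 of the 12637 unchanged probes. Benjamini-Hochberg adjustment in limma left 75% of the probes changed by 2 and 2 of the unchanged ones. Each simulated probe was drawn independently, so that differences between fish or slides shared by many probes were left out. Other groupings of the real 3 dpw fish gave a median of 205 and up to 745 probes past the study's criteria, and up to 242 past Benjamini-Hochberg. The simulated counts therefore do not show how widely such counts vary on the arrays. The arrays came on 10 slides, which were scanned in 2 campaigns, the first with 0 to 14 dpw and the second with 36 to 57 dpw. At 0 dpw no slide held both treatments, and at 1, 3, 7 and 14 dpw the treatments shared 1 slide at each day, with 1 fish of each. In the second campaign 1 slide, with only 60.1% to 78.4% of probes well above background, held mostly control arrays.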

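At 3 dpw 829 of 12837 tested probes passed the study's criteria in limma, and at 7 dpw 565 of 13061. The numbers were 552 at 14 dpw, 455 at 1 dpw and 440 at 43 dpw, and fell to 237 in intact skin, 209 at 57 dpw and 160 at 36 dpw. The share of these probes that was higher in HFD was 53.2% at 3 dpw and 36.1% at 7 dpw. It was 83.5%, 18.5%, 51.6%, 68.8%, 83.6% and 83.3% at 0, 1, 14, 36, 43 and 57 dpw. These shares depended on the processing. At 0, 1, 43 and 57 dpw they were 57.3%, 41.3%, 67.4% and 61.3% with quantile normalization. With the authors' scaled table they were 51.6%, 14.6%, 78.2% and 70.4%. That table also leaves 466 to 3607 probes blank per array at 0 to 14 dpw, and 0 to 390 at 36 to 57 dpw. It therefore differs from the main setting by more than its scaling. Among the alternatives, the analysis of variance that the general statistics section names, run on values corrected with normexp, gave the fewest probes, 270 at 3 dpw and 238 at 7 dpw, and normexp with limma put the share higher in HFD at 3 dpw at 77.8%. With slide as a block the share was 68.0% at 7 dpw and 39.2% at 36 dpw, without control fish 5 it was 35.1% at 36 dpw, and at 14 dpw it lay on either side of 50% depending on the alternative.
After Benjamini-Hochberg adjustment limma left 13 probes at 7 dpw, 7 at 14 dpw and 17 at 43 dpw. Of the 17 at 43 dpw, 9 were well above background on no control array, and with normexp 0 probes were left at that day. In the main setting limma left 0 probes at 0, 1, 3, 36 and 57 dpw, where 855, 1236, 2525, 331 and 418 probes had an unadjusted p under 0.05. At those days the analysis of variance left 1 probe at 3 dpw and 0 at the others, and limma with all 16 groups in one fit left 0, 22, 342, 3 and 0. Adjusted over the list alone, that is over the identifiers of the study's supplementary list, 260 probes passed at 3 dpw, 197 at 7 dpw and 111 at 14 dpw. That list was chosen on these arrays, so that this count is not independent evidence.
Of the tested probes measured in every fish, 649 of 11569 at 3 dpw (5.61%), 509 of 11555 at 7 dpw (4.41%) and 348 of 12011 at 14 dpw (2.9%) had all HFD fish on one side of all control fish, where chance gives 0.79%. At 1 and 43 dpw the share was 1.97% and 1.48%, and at 36 and 57 dpw it was 0.552% and 0.604%. In intact skin it was 3.86%, where chance gives 2.9%. Of the probes past the criteria without overlap, the E3 ubiquitin-protein ligase LINCR (Ssa#S47729315) had the largest rise at 3 dpw, 3.33 on the log2 scale (SE 0.76, limma adjusted p = 0.0747, n = 5 per group). The largest fall was that of C-C motif chemokine 20 (CCL20, Ssa#S35549491), -3.98 (SE 0.60, limma adjusted p = 0.0655, n = 5 HFD and 3 control). This probe was well above background on 3 of 5 HFD arrays and at -1.11 with normexp. At 7 dpw a C-type mannose-binding lectin (Ssa#TC104695) was at -3.20 (SE 0.44, limma adjusted p = 0.0351). At 14 dpw a catechol-O-methyltransferase domain-containing protein (Ssa#GRASP209736395) was at 3.06 (SE 0.23, limma adjusted p = 0.000924), well above background on 4 of 5 control arrays and at 1.21 with normexp.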

The effect of HFD was strongest at 3 and 7 dpw, with 254 differentially expressed genes (DEG) at 3 dpw, and 206 DEG at 7 dpw (Table 1). It should be mentioned that the general transcriptomic profile in the two treatments were similar. 

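The response to wounding was taken as each day minus the intact skin of the same treatment. Across probes, the HFD and the control response had a Pearson correlation of 0.820 (jackknife SE 0.058) at 7 dpw, the lowest of the 7 days. At 36 dpw it was highest, at 0.902 (SE 0.038). The order of 7 and 43 dpw is not settled, since 43 dpw was at 0.823 (SE 0.042). With quantile normalization 43 dpw was lowest (0.803), and with the authors' scaled table 7 dpw was (0.821). The correlation was 0.858 at 3 dpw over 12292 probes. Probes are not independent replicates. At 3 dpw 5226 probes passed Benjamini-Hochberg in limma in HFD and 4414 in control, and 3384 of them in both. With the intact skin of both treatments pooled into one baseline, the correlation at 3 dpw rose to 0.917. Unchanged groups that shared such a baseline gave a mean of 0.386 in 100 simulations, and -3e-04 with a baseline of their own. The fish at 36 to 57 dpw were scanned in another campaign than intact skin, so that wounding and scan campaign cannot be told apart at these days.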

None of the DEG changed direction, up vs. down, because of HFD. 

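Over 1 to 57 dpw, 3210 pairs of a probe and a day passed the study's criteria between HFD and control. In 1047 of them the responses to wounding in HFD and control had opposite signs. Both of the opposite responses passed the study's criteria in 20 pairs, and both passed Benjamini-Hochberg in limma in 7. The share of opposite signs was 47% of the called probes at 1 dpw and 15.6% at 36 dpw. CXCL10 (Ssa#S47728457) at 3 dpw changed by 0.98 in HFD (limma adjusted p = 0.036) and by -1.07 in control (limma adjusted p = 0.0145), from 4 intact and 5 wounded fish each. With quantile normalization 8 pairs changed direction past the criteria in both treatments, and with the authors' scaled table 30.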

The effect of HFD was therefore only on the magnitude of transcription.

**Table 1:** High fish density changes the transcriptional response in the wounds.

DPW	0	1	3	7	14	36	43	57
DEG	14	58	254	206	140	46	72	41

The table shows total number of differentially expressed genes (DEG), HFD – control, at 0–57 days post wounding (dpw). Day 0 represents intact skin. Genes having a p < 0.05 and log_2_FC > ± 0.8 (fold change 1.75) were considered significantly different from each other.

Clustering of DEG with known roles (N = 652) was performed for functional interrogation of transcriptomic differences between the two treatments (Fig. 4a). 

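The supplementary list held 828 entries with 771 different identifiers, and 633 of these had a functional category. Complete linkage on the Euclidean distances between their log2 fold changes over the 8 days gave clusters of 345, 285 and 3 identifiers. Average linkage moved this most and gave 626, 6 and 1. Complete linkage on the paper's listed fold changes, over the 625 identifiers with a value at each day, gave 586, 28 and 11.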

The majority of genes in the first cluster were downregulated by HFD the first two weeks of the experiment. Most of these genes were involved in secretion, DNA replication and immunity (acute phase, chemokines and immunoglobulins), genes encoding components of mucus and collagens were also found in this cluster (Fig. 4b). 

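The cluster of 285 identifiers was lower in HFD on average from 1 to 14 dpw. Its mean log2 fold change was -0.15 at 1 dpw, -0.28 at 3 dpw, -0.81 at 7 dpw and -0.52 at 14 dpw, against -0.10 at 36 dpw, 0.18 at 43 dpw and -0.05 at 57 dpw. Over all 633 identifiers, 310 had a mean below 0 over 1 to 14 dpw and 323 a mean above 0. The identifiers were chosen for a difference between the treatments on the same arrays.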

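Of the 17 listed immunoglobulins 16 fell in the cluster of 285 identifiers (one-sided Fisher's exact test, adjusted p = 0.0022 over 195 tests), as did 11 of 11 collagens of the extracellular matrix (adjusted p = 0.00899). Membership does not give the direction of a category at each day. The score of 16 immunoglobulin probes, HFD minus control, was 0.13, -0.21, -0.51 and 0.36 at 1, 3, 7 and 14 dpw. Its exact permutation p was above 0.2 at each of these days. The cluster also took 14 of 20 chemokines (adjusted p = 0.323) and 6 of 16 acute phase genes. Of 12 genes of DNA replication 2 were in this cluster, and the others were in the cluster of 345, whose mean was higher in HFD at 3, 7 and 14 dpw. All 12 were nevertheless lower in HFD at 1 and 3 dpw. Of 14 mitochondrial genes 12 were in the cluster of 285 (adjusted p = 0.0765).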

Genes in the second cluster were in general downregulated by HFD during the whole experimental period. 

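The smallest cluster obtained from the arrays held 3 identifiers, and its sign changed with the day. Its mean log2 fold change was -2.90 at 1 dpw, -1.14 at 7 dpw, 1.90 at 14 dpw and -1.04 at 57 dpw. With 3 members this mean rests on single probes.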

Genes in this cluster were involved in secretion and exocytosis. 

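The 3 identifiers of the smallest cluster belonged to the interferon and virus response (2) and to T cells (1). Genes of secretion lay instead in the cluster of 285, with 8 of 14 identifiers, together with 3 of 3 for exocytosis. All 8 probes of zymogen granule membrane protein 16 (zg16) were in the cluster of 285.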

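The largest of the clusters, with 345 identifiers, had a mean log2 fold change of 0.61 at 3 dpw, 0.53 at 7 dpw and 0.51 at 14 dpw. At 1 dpw the mean was near 0 (-0.05), and at 36, 43 and 57 dpw it was 0.11, 0.38 and 0.16.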

Genes within the third cluster were in general enhanced by HFD. Most of these genes were involved in immune functions such as eicosanoids, lectins, proteases, cytokines and chemokines. 

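Among the immune categories, the interferon and virus response had the lowest p for the cluster of 345, with 32 of 35 identifiers (one-sided Fisher's exact test, adjusted p = 0.000286). The cluster held 7 of 7 proteases (adjusted p = 0.301), 10 of 13 eicosanoid genes, 8 of 11 lectins and 4 of 5 cytokines, and 6 of 20 chemokines. Cell cycle genes were also concentrated there, with 13 of 13 (adjusted p = 0.0164).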

Overall, the cluster analyzes indicate that HFD in general enhance the immune responses while tissue regeneration was repressed during the first two weeks after wounding.

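As scores per fish, the mean over the probes of a category, interferon and virus genes were higher in HFD at 3 dpw by 1.00 on the log2 scale (exact permutation p = 0.0317, n = 5 per group), with 32 of 35 probes up. Growth factors were at -0.62 at 14 dpw (exact permutation p = 0.0079, n = 5) and mitochondrial genes at -0.91 (exact permutation p = 0.0317, n = 5). Over the 408 tests of a category at a day, the lowest Benjamini-Hochberg adjusted exact p was 0.120.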

**Figure 4:**
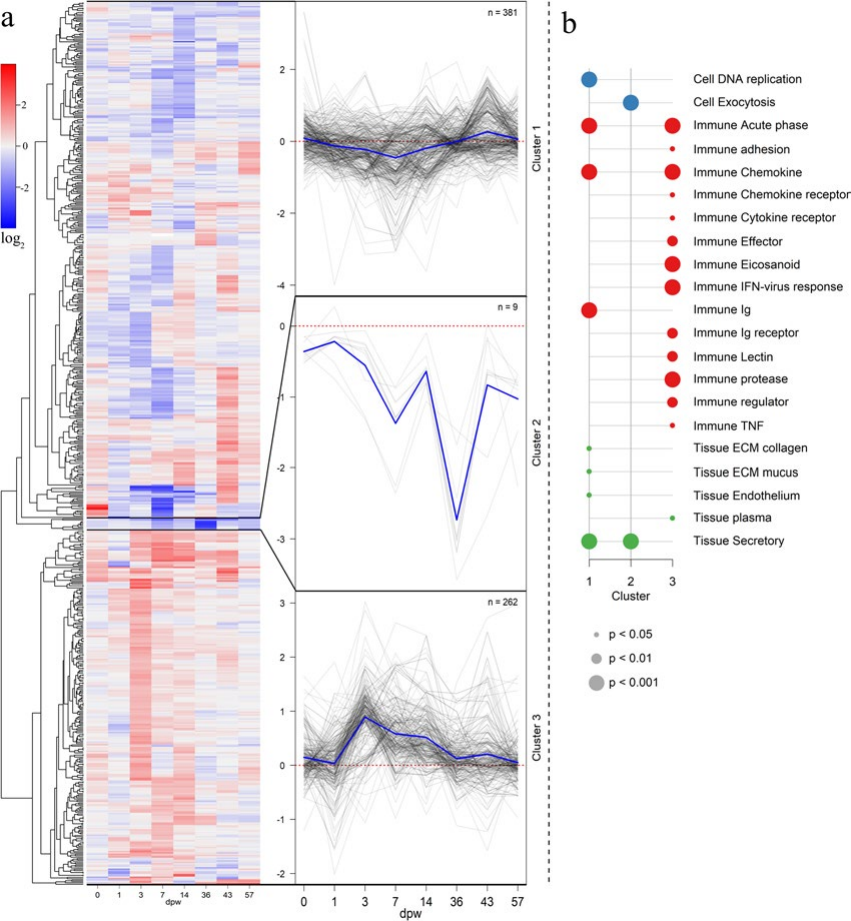
Transcriptomic responses to HFD. (**a**) The heat map shows the transcription profile of 652 differentially expressed genes (DEG). The colors represent log_2_FC of HFD vs. control samples. Red color indicates enhanced transcription in HFD samples whereas blue color represents repressed transcription. To the right, three clusters were drawn based on the transcriptional profiles of the DEG. The transcription profiles for each gene within the respective cluster is presented as a thin grey line, blue lines represent the average within the cluster. (**b**) The plot shows the enrichment results for functional categories found within each of the three clusters, cluster 1, 2 and 3 respectively. The sizes of the dots indicate the Fisher-test p-values (0.05, 0.01 and 0.001), and the color indicates enrichment category; blue for “cell”, red for “immune” and green for “tissue”. N = 5 for treatment and time point.

### Inflammation

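Scores per fish were taken as the mean over the probes of a listed category. At 3 dpw cytokines were higher in HFD by 1.58 (exact permutation p = 0.0238, n = 5 per group), eicosanoid genes by 0.81 (exact p = 0.0238, n = 5) and lectins by 0.39 (exact p = 0.0238, n = 5). Past the study's criteria, 9 of 13 eicosanoid genes were higher at 3 dpw and 1 lower, and 6 of 11 lectins were higher and 1 lower. Proteases were higher by 1.71 at 7 dpw (exact p = 0.0159, n = 5). Chemokines went the other way, with a score of -0.65 at 3 dpw (exact p = 0.0317, n = 5) and -1.21 at 7 dpw (exact p = 0.0079, n = 5). Of 20 chemokine probes 4 were higher and 11 lower at 7 dpw past the criteria.
A set of 23 cytokine and chemokine probes, chosen by name, was at -0.22 at 3 dpw (exact p = 0.317, n = 5), where normexp put it at 0.033 and slide as a block at 0.65, and at -1.09 at 7 dpw (exact p = 0.0079, n = 5). Interleukin-1 beta (Ssa#CL122Contig1) rose by 2.76 at 3 dpw (SE 0.57, limma adjusted p = 0.0661, n = 5 HFD and 4 control) and the interleukin-6 subfamily member M17 by 2.64 (SE 0.77). A lectin (Ssa#CB509156) had the largest rise named in Fig. 5, 4.97 (SE 1.74), but its level also ranged widely in intact skin (exact p = 0.0794, n = 5).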

As suggested by the cluster analysis, a wide range of immune genes were up-regulated in the HFD group, including eicosanoids, lectins, proteases, cytokines and chemokines (Fig. 5). 

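Of the 207 listed immune identifiers, 112 were higher in HFD at 3 or 7 dpw past the study's criteria and 38 were lower. Of the 112, 16 were also past the criteria at 14 dpw and 19 at any of 36, 43 and 57 dpw. With slide as a block the numbers higher and lower were 71 and 10. Serum amyloid A, an acute phase protein with 4 probes, changed direction between days. It was at -2.08 to -1.22 at 1 dpw and at 0.83 to 1.44 at 7 dpw, where 3 of 4 probes passed the criteria.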

Most of the inflammatory genes showed a transient response to HFD, with enhanced transcription levels at 3 and/or 7 dpw. This included multiple genes involved in the metabolic pathway of leukotriene B4 (*Cytosolic phospholipase A2*, *Prostaglandin G/H synthase*, arac*hidonate 5 lipoxygenase, lipoxygenase 3, leukotriene A4 hydrolase, cytochrome P450 4F3*, *leukotriene B4 receptor 1*). 

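The score of 9 probes of the leukotriene B4 pathway was higher in HFD by 1.31 at 3 dpw (SD 0.54 for HFD and 0.51 for control, exact permutation p = 0.0159, n = 5) and by 0.90 at 7 dpw (exact p = 0.0159, n = 5). All 9 probes were up at 3 dpw and 8 at 7 dpw. Leukotriene A4 hydrolase (Ssa#GRASP209154603) rose 2.83-fold at 3 dpw (SE 0.25 on the log2 scale, limma adjusted p = 0.0655), with no overlap between the groups and a log2 fold change of 1.33 to 1.66 with each fish left out in turn. At the same day arachidonate 5-lipoxygenase was at 0.99 (SE 0.28), cytochrome P450 4F3 at 0.98 (SE 0.24), leukotriene B4 receptor 1 at 1.26 (SE 0.43), lipoxygenase 3 at 1.95 (SE 0.54) and prostaglandin G/H synthase 1 at 1.77 (SE 0.46). Cytosolic phospholipase A2 gamma (Ssa#S35498112) was at 2.64 at 7 dpw (SE 0.54, limma adjusted p = 0.0847) and 2.07 at 14 dpw. In limma at a single day no gene of the pathway passed Benjamini-Hochberg. Over the alternatives the adjusted p of leukotriene A4 hydrolase (Ssa#GRASP209154603) lay between 0.00048 in limma with all 16 groups in one fit and 0.567 in limma with slide as a block. In the opposite direction, leukotriene B4 hydroxydehydrogenase, which degrades the product, was at -0.87 at 7 dpw (exact p = 0.0079, n = 5).
Of the alternatives, normexp moved the score at 3 dpw most, to 1.11, and camera with an estimated correlation between probes gave the 7 dpw score a p of 0.0874.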

Leukotriene B4 is known to be a major product of activated neutrophils and macrophages, with the ability to recruit and activate a range of immune effector cells^22^.

**Figure 5:**
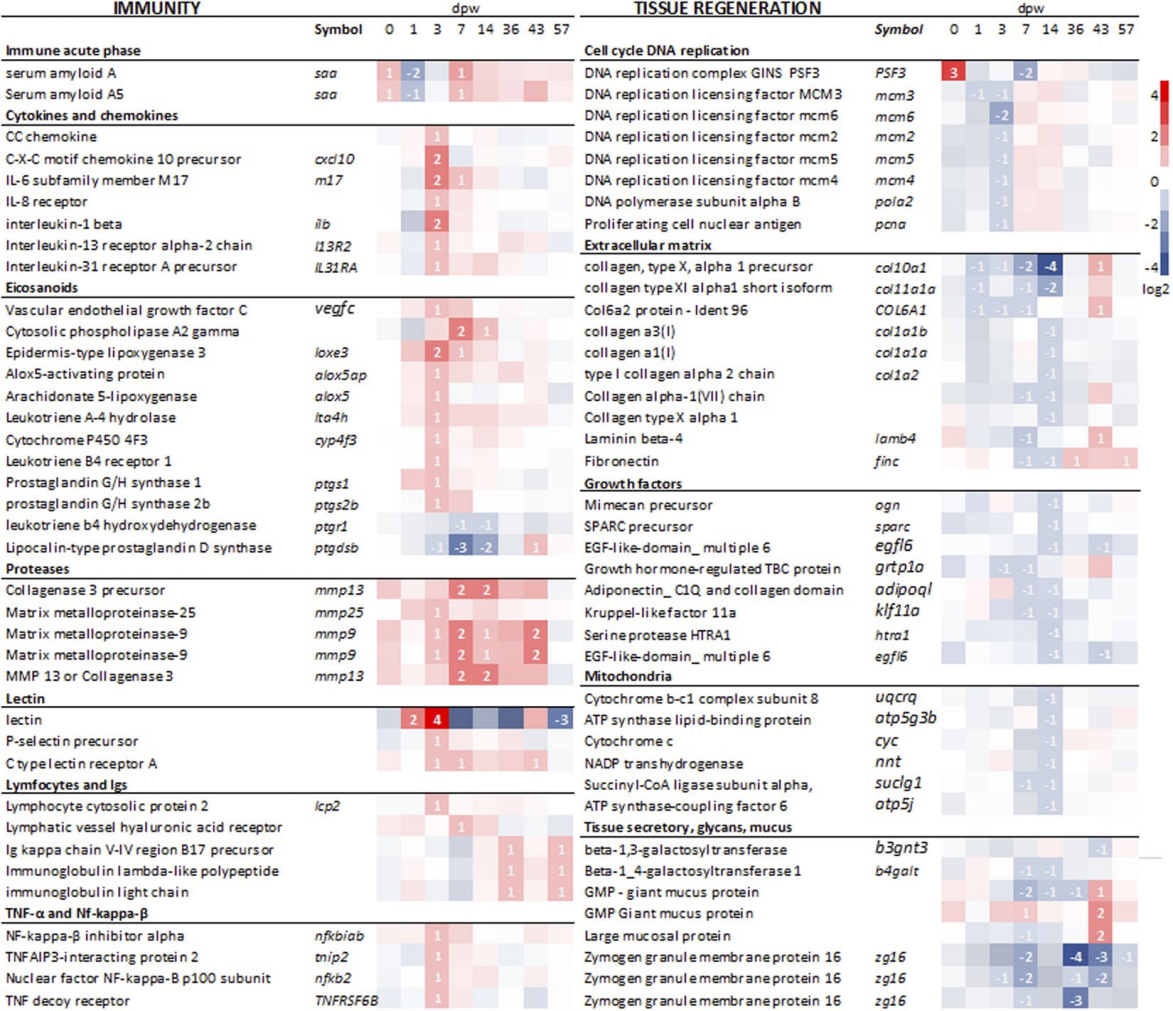
Selected genes regulated by HFD The plot to the left shows an overview of selected genes with immune functions, the right plot shows selected genes involved in tissue repair. Red color indicates up-regulation and blue color down-regulation relative to control samples. Genes with a p-value < 0.05 and a Log_2_FC > 0.8 were considered significantly different from each other and are indicated by their Log_2_FC. N = 5 for treatment and time point.

Transcription of several proteases was enhanced by HFD at multiple time points. The *Matrix metalloproteinases* 9 and 13 (*mmp9* and 13) showed a four-fold higher difference during the first two weeks of the experiment (Fig. 5). These proteases were the immune genes that were longest and strongest induced by the HFD treatment. 

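The score of the 7 probes of mmp9 and mmp13 was higher in HFD by 0.08 at 1 dpw (exact permutation p = 0.722, n = 5; -0.057 with slide as a block), 1.17 at 3 dpw (exact p = 0.0079, n = 5; 0.44 with slide as a block), 1.79 at 7 dpw (exact p = 0.0159, n = 5) and 1.56 at 14 dpw (exact p = 0.0476, n = 5). The probes of mmp9 were higher by 1.09 to 1.51 at 3 dpw, 1.57 to 1.84 at 7 dpw and 0.89 to 1.46 at 14 dpw, where 1 of 4 probes did not pass the criteria. Those of mmp13 were higher by 1.74 to 1.92 at 7 dpw and by 1.78 to 2.10 at 14 dpw, 3.43- to 4.28-fold. At 14 dpw the SD was 0.59 in HFD and 1.30 in control, and the score lost its exact p under 0.05 with normexp (1.23, exact p = 0.0635, n = 5). At 1 dpw 1 fish per treatment, fish 2 of each, lay far above the others, and at 7 dpw HFD fish 3 and control fish 4 lay apart from their groups.

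**Figure D1:**
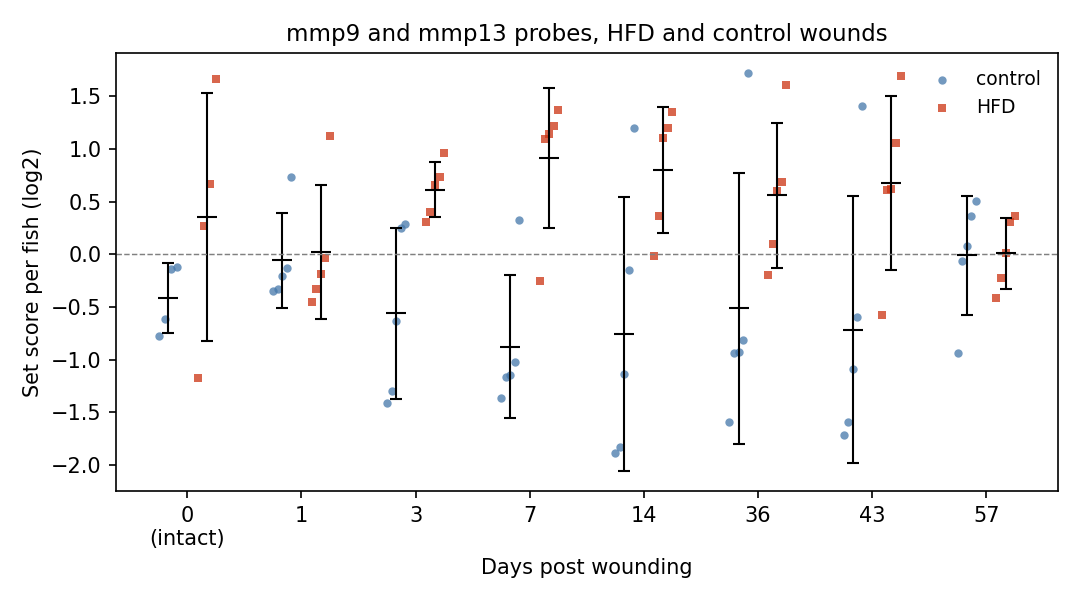
Score of the 7 mmp9 and mmp13 probes per fish (log2, relative to the mean of the day's fish) against days post wounding. Points are fish, blue circles for control and red squares for HFD, and bars are the mean ± SD. The HFD mean lies above the control mean by 1.17 at 3 dpw and 1.79 at 7 dpw.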

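Among the listed immune identifiers, 1 mmp9 probe (Ssa#GRASP209155851) was higher in HFD past the study's criteria at 5 days, more than any other. An mmp13 probe (Ssa#AJ424540) and another mmp9 probe passed at 4 days, as did a C5a receptor (Omy#S18170445). The score was still higher by 1.07 at 36 dpw (exact permutation p = 0.167, n = 5) and 1.39 at 43 dpw (exact p = 0.0794, n = 5). In size, 13 other immune identifiers had a larger rise past the criteria at one of the days than any probe of mmp9 or mmp13, and with normexp 4.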

Matrix metalloproteinases are secreted both by keratocytes and macrophages, and they are essential components of several wound healing processes (Schultz *et al*., 2005). Since both *mmp9, mmp13* and *leukotriene b4* are produced by leukocytes, these results may indicate stronger recruitment of inflammatory cells in the HFD wounds. In this context, it is relevant to mention that the transition from inflammation to tissue regeneration is dependent on matrix metalloproteinases activity^23–25^. Enhanced proteolytic activity, in particular *mmp9* and *mmp13*, is reported as a key factor causing chronic and delayed wound healing in mammals^26,27^.

### Tissue repair

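Scores per fish were followed over time for genes of DNA replication (12 probes) and collagens (11 probes). The replication score was at -0.51 at 1 dpw (exact permutation p = 0.0635, n = 5 per group). It was 0.02 at 7 dpw, where 10 of 12 probes were higher in HFD (median 0.33) against PSF3 (Ssa#S47727879) at -2.37, and higher in HFD by 0.31 at 14 dpw (exact p = 0.0397, n = 5). The collagen score was below control from 1 to 14 dpw and at -0.30 at 57 dpw (exact p = 0.135, n = 5). In intact skin the scores were -0.14 for replication (exact p = 0.514, n = 4) and -0.12 for collagens (exact p = 0.886, n = 4). For replication 10 of 12 probes were lower in HFD there, with a median of -0.47, and the mean was raised by PSF3 at 2.80.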

Transcription of genes involved in tissue repair was temporarily repressed by HFD. 

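At 3 dpw the DNA replication score was at -0.99 (exact permutation p = 0.0317, n = 5), and all 12 probes were lower in HFD. The SD was 0.25 in HFD and 0.68 in control. Proliferating cell nuclear antigen (Ssa#GRASP209731795) fell by 1.05 on the log2 scale (SE 0.26, limma adjusted p = 0.080). The minichromosome maintenance genes mcm2 to mcm6 were at -1.56 to -0.94, with mcm6 lowest (SE 0.39), and the DNA polymerase subunit pola2 at -0.97 (SE 0.26). With slide as a block the score was at 0.34, PCNA at -0.0060, mcm6 at 0.042 and pola2 at -0.040, and in that fit only the 1 slide that held both treatments at 3 dpw, with 1 fish of each, decides the difference. With all 16 groups and slide in one fit PCNA was at -1.22, mcm6 at -1.94 and pola2 at -1.07. A further listed replication gene, the GINS subunit PSF3 (Ssa#S47727879), was at 2.80 in intact skin (exact p = 0.0571, n = 4) and at -2.37 at 7 dpw (exact p = 0.0238, n = 5).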

Several genes involved in DNA replication were repressed at 3 dpw (Fig. 5), including *proliferating cell nuclear antigen* (*PCNA*). At 1, 3 and 7 dpw, several collagens were down-regulated by HFD and this effect was further enhanced at 14 dpw with downregulation of multiple collagens, growth factors and mitochondrial genes. This transcriptional response shows several similarities with our previous study where a panel of collagen genes and growth factors were down-regulated in the skin of Atlantic salmon with cortisol injections^28^.

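The score of 11 collagen probes was lower in HFD at each of these days, at -0.82 at 1 dpw (exact permutation p = 0.0079, n = 5), -0.63 at 3 dpw (exact p = 0.0397, n = 5), -0.84 at 7 dpw (exact p = 0.0397, n = 5) and -1.43 at 14 dpw (exact p = 0.0079, n = 5). All 11 probes were lower at 1, 3 and 14 dpw, and 8 at 7 dpw. With the median over the probes in place of the mean, the score at 7 dpw was -0.27. The largest falls were those of collagen X alpha 1 (col10a1, Ssa#S35501247), at -2.26 at 7 dpw (SE 0.76) and -3.78 at 14 dpw (SE 1.18, exact p = 0.0238, n = 5). Its changes of -1.16 at 1 dpw and -0.89 at 3 dpw did not pass the criteria. Collagen XI alpha 1 was at -1.03, -1.95 and -1.65 at 1, 7 and 14 dpw.
Of the genes with growth factor functions in Fig. 5, EGF-like-domain multiple 6 was at -1.73 at 14 dpw (SE 0.41), Kruppel-like factor 11a at -0.93 (SE 0.29) and HTRA1 at -1.05 (SE 0.19). Of the 6 probes of mitochondrial respiration 5 were lower at 14 dpw, with a score of -0.67 that did not separate the groups (exact p = 0.0873, n = 5). The ATP synthase lipid-binding protein was at -1.49 (SE 0.40). None of these genes passed Benjamini-Hochberg in limma at 14 dpw, where 2119 probes had an unadjusted p under 0.05.

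**Figure D2:**
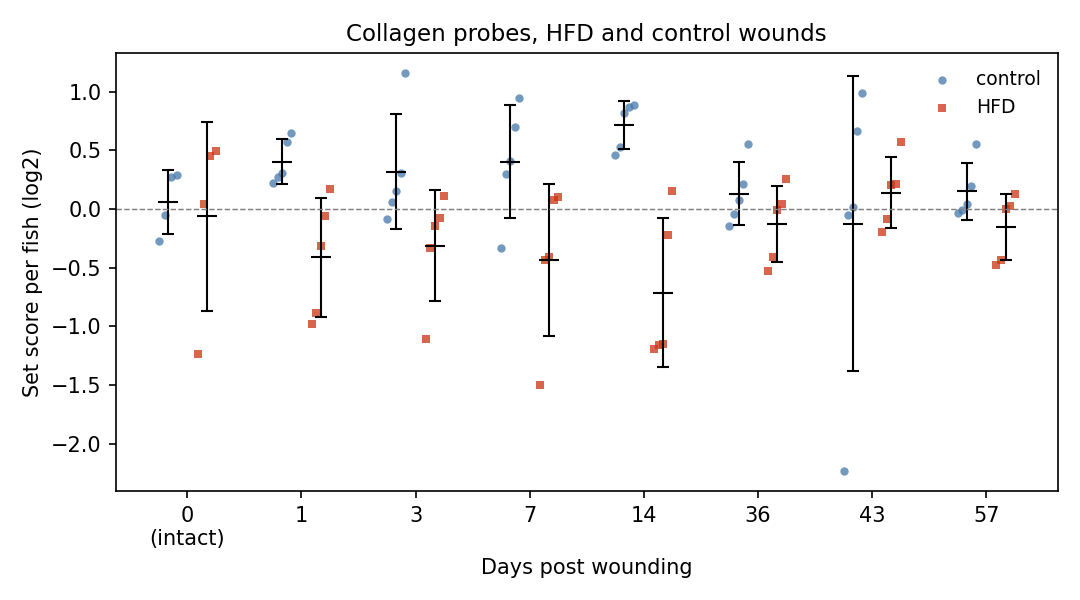
Score of the 11 collagen probes per fish (log2, relative to the mean of the day's fish) against days post wounding. Points are fish, blue circles for control and red squares for HFD, and bars are the mean ± SD. All HFD fish lie below all control fish at 1 and 14 dpw, and at 43 dpw 1 control fish lies far below the others.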

Several genes involved in secretory functions and mucus responses were also dampened by HFD. 

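The 14 listed genes of secretion had a score of -0.71 at 7 dpw (exact permutation p = 0.0079, n = 5) and of -1.28 at 36 dpw (exact p = 0.0159, n = 5). Past the study's criteria 8 of them were lower and 2 higher at 7 dpw, and 4 lower and 2 higher at 14 dpw.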

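Zymogen granule membrane protein 16 (zg16) is a secretory granule protein with 8 probes on the list. At 36 dpw all 8 were lower in every HFD fish than in every control fish, by -4.25 to -2.39 on the log2 scale, with a score of -3.18 (SD 1.48 for HFD and 0.37 for control, exact permutation p = 0.0079, n = 5). The probe Ssa#S35517739 was at -4.25 (SE 0.69, limma adjusted p = 0.583), and it was the only zg16 probe past the study's criteria at 57 dpw. Probe Ssa#EG815396 was well above background on 2 of 5 HFD arrays at 36 dpw. At 43 dpw the score was -1.06 (exact p = 0.524, n = 5) with control fish 1 at -4.86, without that fish it was -2.45, and with slide as a block and all fish it was 0.021. Of the 20 lowest values past the criteria on the list, 5 were zg16, 3 CCL20 and 2 collagen X. The lowest was that of Gig2-3 (Ssa#S35528745) at 1 dpw, -4.81.

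**Figure D3:**
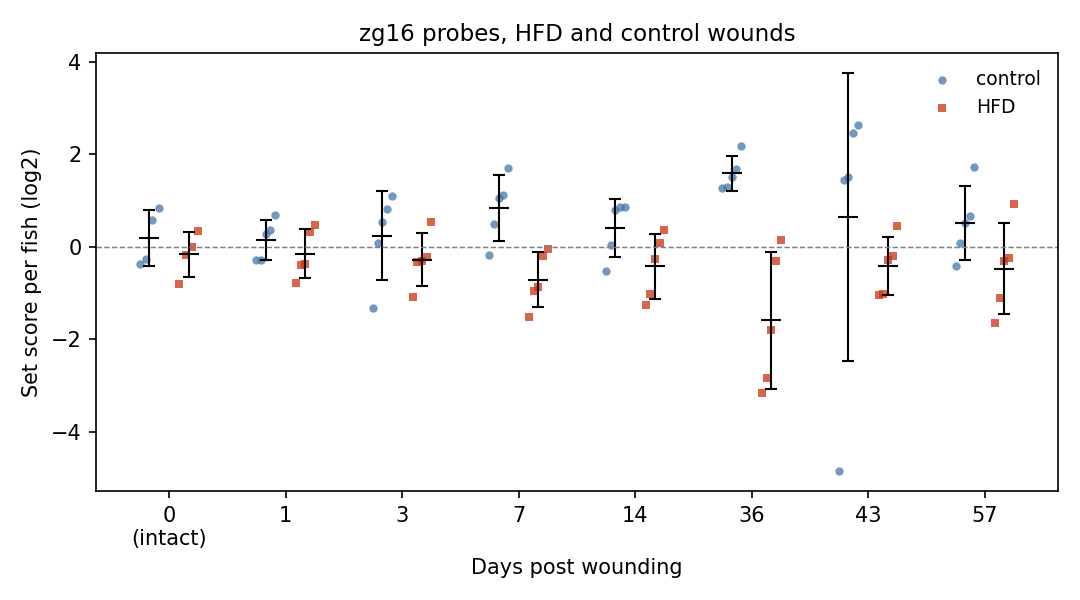
Score of the 8 zg16 probes per fish (log2, relative to the mean of the day's fish) against days post wounding. Points are fish, blue circles for control and red squares for HFD, and bars are the mean ± SD. The groups do not overlap at 36 dpw, and at 43 dpw control fish 1 lies at -4.86, below every other fish of that day.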

The genes being strongest down-regulated by HFD was several transcripts of *zymogen granule membrane protein 16*. In mammals, this protein is found in mucous-secreting cells of the digestive system^29^, and therefore likely to be involved in mucous secretion in fish skin. Also glycosyltransferases, which are involved in glycosylation of mucins and two *giant mucus proteins* were down-regulated at 7 dpw in the HFD treatment. 

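The score of 9 glycosyltransferase probes was -0.67 at 7 dpw (exact permutation p = 0.0317, n = 5), with 8 probes lower in HFD. Both probes of beta-1,4-galactosyltransferase 1 were lower, at -1.10 (SE 0.41) and -0.96 (SE 0.41). One giant mucus protein probe (Ssa#S35551560) was at -1.67 (SE 0.56, exact p = 0.0397, n = 5) and the large mucosal protein (Ssa#S35547500) at -0.86 (SE 0.22, exact p = 0.0079, n = 5). Another giant mucus protein probe (Ssa#GRASP209734157) was higher in HFD by 0.82 (SE 0.26, exact p = 0.0317, n = 5). The score of these 3 probes was -0.57 (exact p = 0.0635, n = 5), and -0.0061 with slide as a block.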

Further, our results indicate that transcription of *muc5ac.1* was affected by treatment (p < 0.05), with lower transcription in the HFD treated fish at six out of seven time points (Fig. 6). Transcription of *muc5b* and *muc5ac.2* changed during the healing process, but transcription was not affected by treatment. These results are contradictive to our previous findings where high biomass led to increased mucin transcription in the skin^4,30^. However, acute handling stress had the opposite effect reducing mucin transcription^30^. Synthesis and secretion of large amounts of high molecular weight proteins with heavy glycosylation represents a significant metabolic commitment of the cell^31,32^. Hence, the observed reduction in transcripts related to mucus production in the HFD treatment may be an allostatic response to a challenging environment.

**Figure 6:**
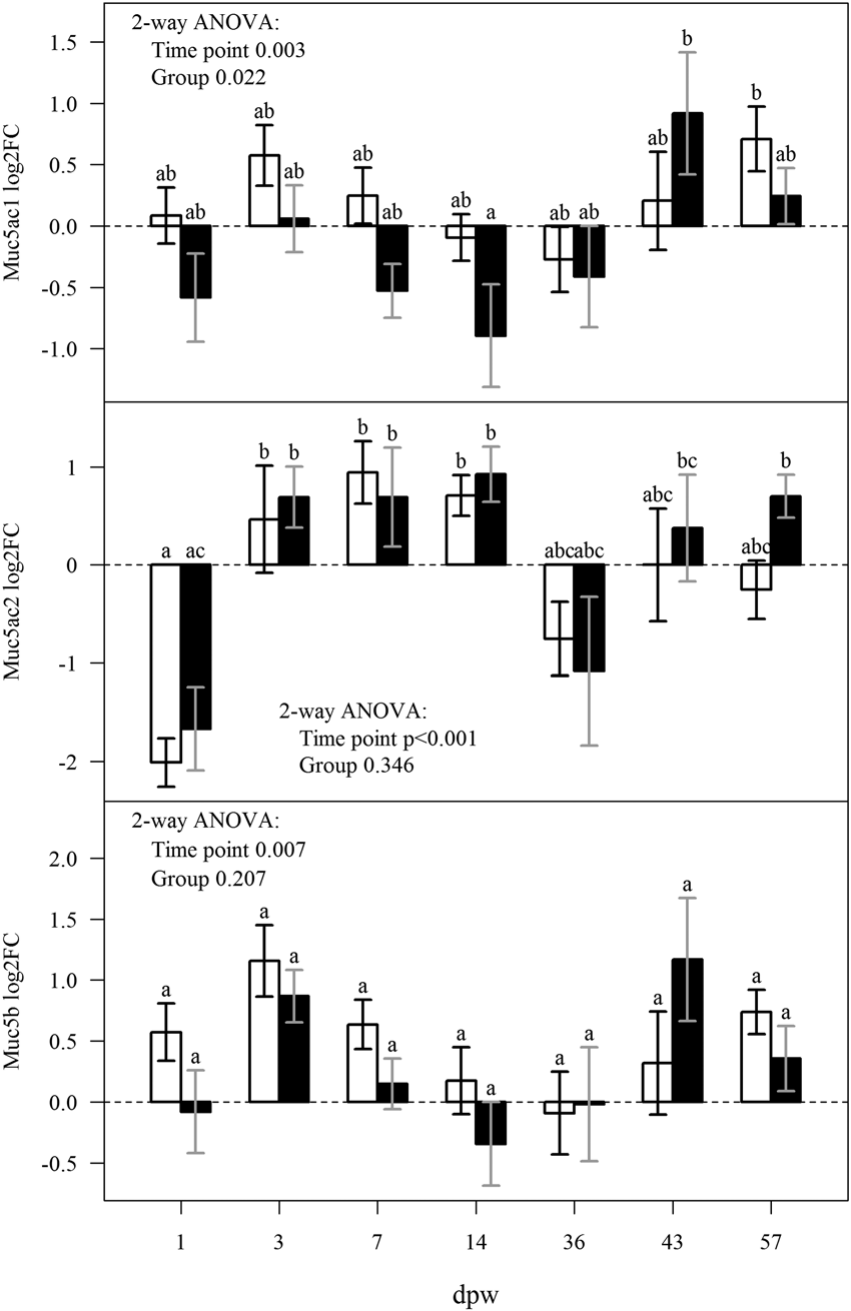
HFD alters mucin transcription. The bars show the mean transcription levels of three measured mucin genes and error bars ± SEM. Fold changes are relative to mean values of intact skin (n = 10) and log_2_ transformed. The HFD treatment is represented by black bars and the control treatment by white bars. Lower-case letters mark differences between groups (two-way ANOVA, Tukey *post-hoc* test). Groups which do not share a letter were significantly different (p < 0.05). N = 5 for treatment and time point.

### Histology

In concordance with the wound measurements and the transcriptional results, histological analysis of tissue samples further confirmed that HFD resulted in delayed epidermal repair, scale mineralization and formation of dermis.

### Epidermal repair

We observed a clear effect of the treatment on the epidermal layer at 3 dpw (Fig. 7). Severe epidermal spacing was observed in five out of six HFD samples, compared to one in five control samples (Supplementary File 1). The epidermal spaces were caused by keratocytes with extended pseudopods, resulting in extracellular spaces in the epidermis (Fig. 7d–f). Immunohistochemistry with PCNA further showed that cell proliferation at 3 dpw was mainly located in the epidermal layer (Fig. 7g,h). The observations also suggests less proliferative activity in the epidermis in the HFD treatment, a finding also supported by the transcriptional results (Fig. 5). 

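On the arrays of whole wound tissue, which do not separate epidermis from dermis, PCNA at 3 dpw was at 0.18 ± 0.18 (SD, n = 5) in HFD and 1.23 ± 0.58 (SD, n = 5) in control, relative to each array's 75th percentile. No HFD fish reached the lowest control fish (exact permutation p = 0.0079). The difference was -0.13 at 1 dpw (exact p = 0.548, n = 5), and at 7 and 14 dpw PCNA was higher in HFD by 0.44 (exact p = 0.0317, n = 5) and 0.39 (exact p = 0.0079, n = 5). At 3 dpw it stayed between -1.27 and -0.89 with each fish left out in turn.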

The observed epithelial spacing at 3 dpw could be a side effect of reduced epidermal cell proliferation. Another factor, which may have contributed to the reduced epidermal repair, could be enhanced protease activity in the wounds. In murine models, excessive protease activity provoked type-IV collagen degradation and resulted in delayed epithelial migration^26^.

**Figure 7:**
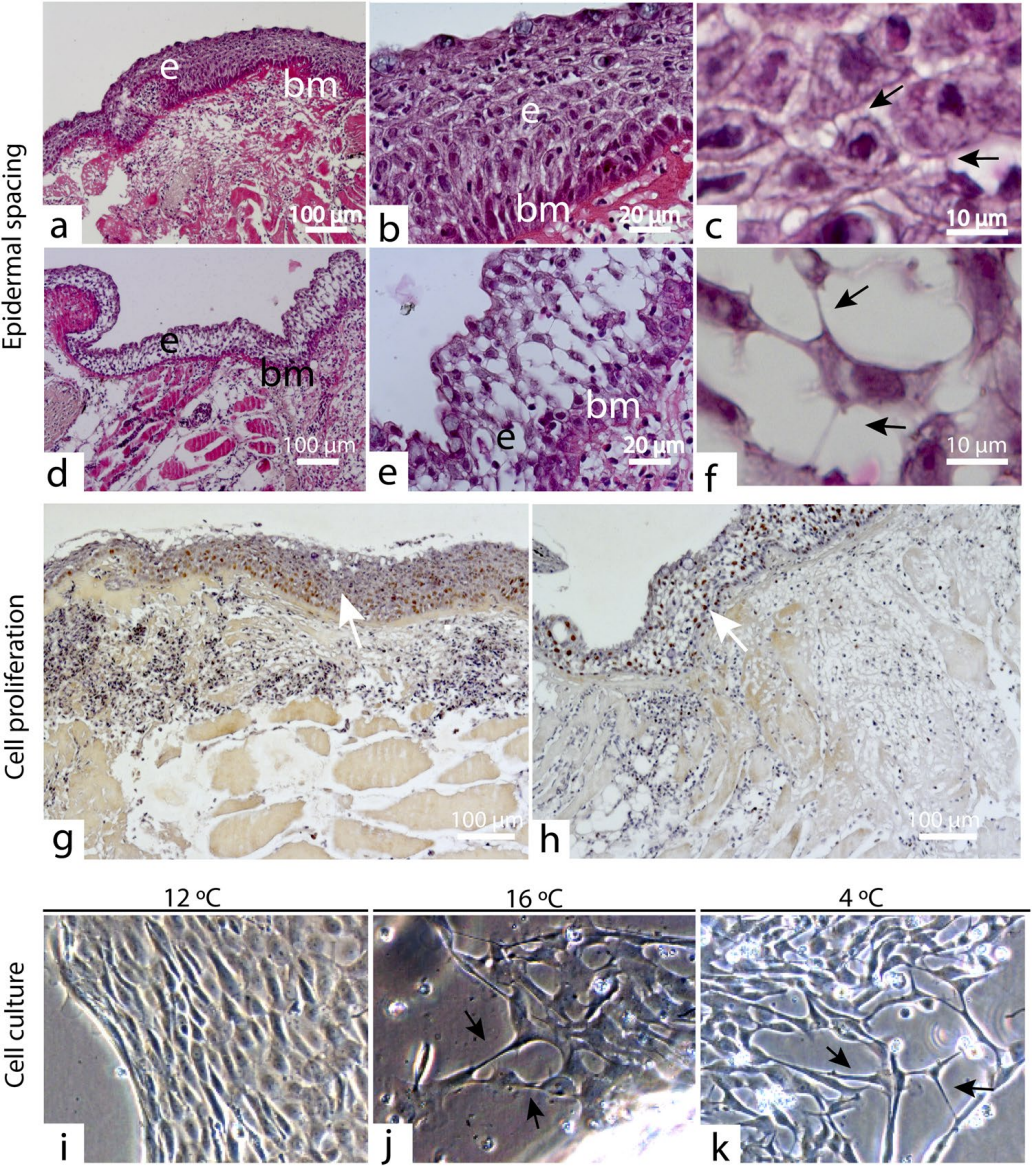
HFD and temperature-stress induces epidermal spacing. (**a**–**c**) Dense epidermal layer at 3 dpw in the control treatment. The same picture is displayed at three different magnifications (10, 40 and 60×). Note the extension of small pseudopods in c. (**d**–**f**) The epidermal layer at 3 dpw in the HFD treatment. The same picture is displayed at three different magnifications (10, 40 and 60×). Note the long extended pseudopods in f. (**g**) Plenty of dividing cells (PCNA+) were found in the epidermal layer of control fish. (**h**) PCNA+ cells in the epidermal layer in the HFD treatment. (**i**–**k**) Primary cell cultures of fish keratocytes incubated at three different temperatures 4 °C, 12 °C and 16 °C. Symbols; epidermis (**e**), basement membrane (bm), scale (sc), black arrows (pseudopods), white arrows (PCNA + cells). Hematoxylin and eosin stained tissue section (**a**–**f**), N = 5 control samples, N = 6 HFD samples. Immunohistochemistry with PCNA, nuclei of dividing cells stain brown (**g**,**h**), N = 3 for both treatments. Cell culture experiment, N = 9.

Similar observations with epidermal spacing have also been reported in Atlantic salmon with 5 mm punch biopsy wounds reared at low temperatures (4 °C)^16^. In order to further investigate the relationship between the environment and the morphology of the keratocytes, a cell culture experiment with primary keratocytes was performed. The stress factor in this experiment were low (4 °C) and high (16 °C) temperatures. The results showed that keratocytes reared at both high and low temperatures had longer pseudopods compared to the control cells (12 °C) (Fig. 5g–i). This morphology was similar to the epidermal cells at 3 dpw in the HFD treated fish (Fig. 5d–f). It is known that the mitotic rate of the keratocytes is temperature dependent^11^, however it is unclear if the observed epidermal spacing emerged due to reduced cell proliferation in the wounds or as a response to the environment.

### Mucus response

A clear difference in the mucus response between control and HFD treatment was observed at 7 dpw. At this time point there were less mucus and mucous cells on HFD samples (Fig. 8). The average mucus score of the wounds from HFD treatment was 1.7 (SEM ± 0.34) while the average score of the control samples were 3 (SEM ± 0.31) (Supplementary File 1). Combined with the transcriptional results with down-regulation of mucins, zymogens, transferases and giant mucus proteins (Figs 5 and 6), these findings strongly suggest that HFD dampens the mucus response at 7 dpw. 

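At 7 dpw the zg16 score on the arrays was -1.56 (SD 0.59 for HFD and 0.71 for control, exact permutation p = 0.0159, n = 5), and 7 of 8 probes passed the study's criteria, between -2.71 and -0.93. The single mucin probe that could be matched by name, Mucin 5AC (Ssa#S35597062), was at 0.15 (exact p = 0.381, n = 5), and at -0.13 with slide as a block. At 3 dpw it was higher in HFD by 1.14 (exact p = 0.0079, adjusted 0.0986, n = 5), without overlap between the groups, and at 14 dpw by 0.70 (exact p = 0.0794, n = 5). The mucins measured by qPCR were not analysed here.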

The poor mucus response may be an indirect effect of the delayed organization of the epidermal layer at 3 dpw (Fig. 7). The rapid re-epithelialization process, followed by formation of a neo-epidermis and a mucus plug is believed to be essential in order to protect the healing wound^16,33^. Here we show that increased epidermal spacing and reduced mucus production is an early consequence of HFD, which in turn may affect the ability of the wound to withstand secondary infections.

**Figure 8:**
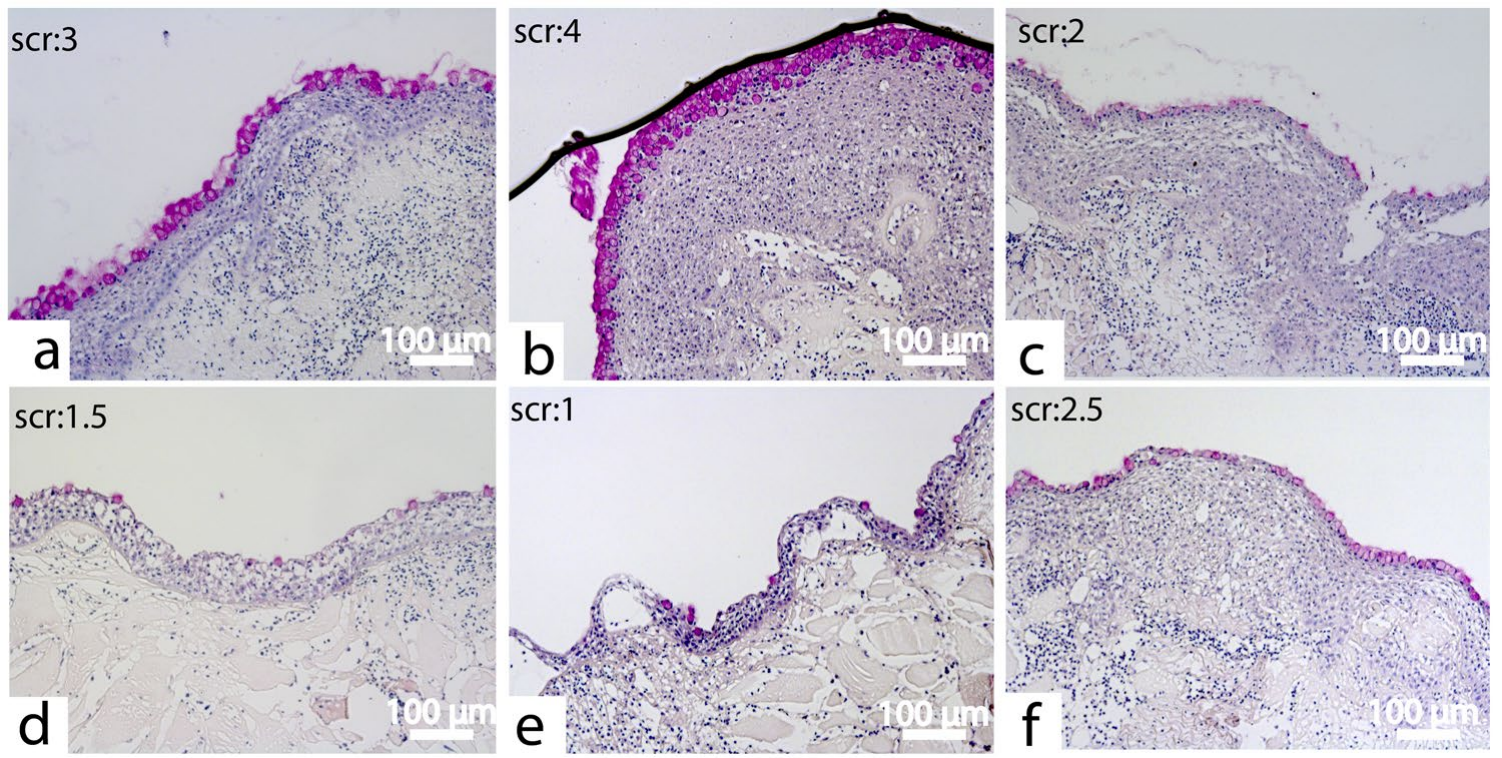
Mucus response in the HFD treatment 7 days post wounding. (**a**–**c**) The mucus response in the control samples at 7 dpw. (**d**–**f**) The mucus response in the HFD treatment at 7 dpw. Each photo represents one individual and the mean mucus score is indicated. The tissue sections (5 µm) were stained with periodic acid-Shiff to detect mucus and mucous cells (pink color). N = 5 for each treatment.

### Scale formation

At 14 dpw formation of new scales at the wound margins was observed in all the analyzed samples (Fig. 9a,d). In the HFD treatment, none of the scales contained mineralized matrix. In contrast, three out of five control samples contained scales with mineralized matrix. This trend continued at 36 dpw with weaker staining, on both right and left scale, in the HFD treated fish (Fig. 9b,c,e,f). As fish scales consist of an upper mineralized layer of hydroxyapatite and a lower fibrous layer of un-mineralized matrix and collagen fibers^34^, delays in collagen transcription as shown by the array results (Fig. 5), may cause a delay in scale formation and mineralization. 

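Type I collagen probes, from the chains that form the bulk of collagen fibres, were lower in HFD at 14 dpw. The 5 probes lay between -1.05 and -0.80 on the log2 scale, the lowest being type I collagen alpha 2 (Ssa#S48395633, SE 0.21, exact permutation p = 0.0079, n = 5). SPARC, which binds collagen and calcium, was at -0.99 (SE 0.17) and fibronectin at -1.44 (SE 0.24). At 36 dpw the collagen score was -0.26 (exact p = 0.230, n = 5), with all 11 probes lower.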

In the European eel (*Anguilla anguilla*), vertebral bone demineralization has been observed after chronic cortisol treatment^35^. Further, Atlantic salmon vertebra is less mineralized when exposed to increased temperature stress, such as 16 °C compared to 12 °C^36^. The same has also been shown for salmon mesenchymal stem cells differentiating to bone cells *in vitro*^37^. Overall, HFD may have a negative effect on scale development and mineralization, which may impair the mechanical barrier of the fish.

**Figure 9:**
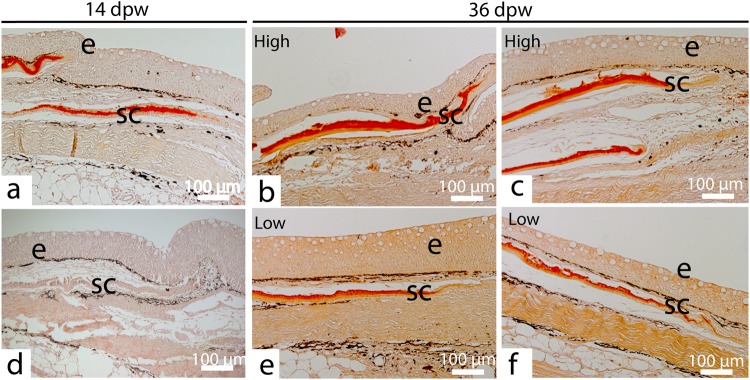
HFD delays scale mineralization. (**a**) Control sample at 14 days post wounding (dpw) with mineralized matrix (red color) in a newly formed scale. (**b**,**c**) Mineralized collagen plate from two different individuals, control samples at 36 dpw. Degree of mineralization is indicated as high or low. (**d**) HFD treated sample with newly formed scale. Note that the matrix does not stain red with Alizarin red. (**e**,**f**) Mineralized collagen plate from two different individuals, HFD samples at 36 dpw. 5 µm tissue sections stained with Alizarin red, N = 6 at 14 dpw, N = 3 at 36 dpw for each treatment.

### Fibrous repair and pigmentation

Fibrous repair and restoration of skin pigmentation was delayed by HFD (Fig. 10). In normal fish skin, the pigment cells are localized below the epidermal and dermal layer (Fig. 10). At 36 dpw, four out of six control samples and only one out of six HFD samples had a layer of melanocytes below the epidermal layer (Fig. 10b,g). At 43 dpw, five out of six control samples had pigment cells organized in two layers, under the epidermal and dermal layer, while none of the HFD samples had this organization (Fig. 10c,h). These data support our findings that wounds from HFD treated fish retains a bigger non-pigmented area in the wound center (Fig. 3). Furthermore, the dermal layer looked more organized in the control samples, thus the pigment cells appear to follow the formation of connective tissue. At 57 dpw all samples had melanocytes organized beneath the epidermal and dermal layer, suggesting that tissue repair in the HFD treated fish was catching up on the control (Fig. 10d,i). The transcriptomic results also support this finding, with higher collagen transcription in wounds from HFD treated fish at 43 dpw (Fig. 5).

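The collagen score at 43 dpw was higher in HFD by 0.27 (SD 0.30 for HFD and 1.26 for control, exact permutation p = 0.818, n = 5), with 5 probes up and 6 down. With the median over the probes it was -0.032, and without control fish 1 it was -0.26. The difference from 14 dpw was 1.69 (permutation of the treatment labels within each day, p = 0.023, n = 5), and without that fish 1.16 (permutation p = 0.0566). This permutation takes HFD to have no effect at either day, so that the lower score at 14 dpw alone can give a small p. It therefore does not test whether the difference changed between the days. Collagen VI alpha 2 (Col6a2, Ssa#STIR40939) was at 1.11 (SE 0.60, exact p = 0.0635, n = 5) and col10a1 (Ssa#S35501247) at 1.96 (SE 1.40, exact p = 0.286, n = 4 HFD and 3 control), which became -0.045 without control fish 1. Neither passed the criteria at 43 dpw.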

**Figure 10:**
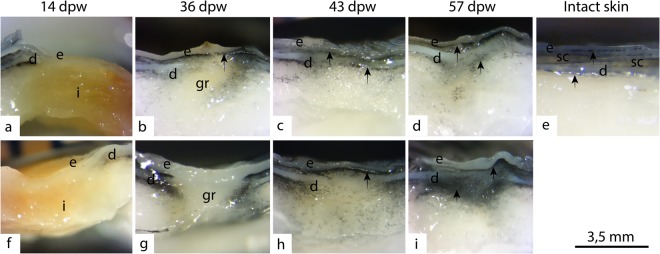
Delayed formation of pigmentation and dense connective tissue. Representative photos of unstained tissue samples from control and HFD treatment, 14-57 days post wounding. (**a**–**d**) Healing wounds from control fish. (**f**–**i**) Healing wounds from HFD treated fish. Epidermis (**e**), dermis (**d**), inflammation (**i**), granulation tissue (gr). Arrows point at pigmentation beneath the epidermal layer, and beneath the dense connective tissue. Stereoscope pictures (40×), N = 6 for each treatment and time point.

Cortisol treatment in Atlantic salmon and zebrafish (*Danio rerio*)^10,12^, and chronic stress situations in mice and humans is associated with reduce dermal repair and delayed wound contraction^38–43^. Given these results presented in this article, we believe that chronic stress and associated physiological responses is the best explanation for the delayed wound healing in the HFD treatment.

## Conclusion

The results presented in this article show that HFD interferes with the wound healing capacity in Atlantic salmon. At the transcriptional level, the HFD treatment enhances inflammatory reactions in the wound while repressing tissue repair (cell proliferation, tissue secretion, and collagen production) (Fig. 11). 

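Over the 23 pairs of a gene set and a day that the text and Fig. 5 name, 15 had an exact permutation p under 0.05 between HFD and control, and 0 passed Benjamini-Hochberg over the 87 tests of a set at a day, where the lowest adjusted exact p was 0.0986 with 5 fish per group. The sets hold only genes of the study's list, which was chosen on these arrays, and the days are those the paper names. A high share of small p is therefore favoured in advance, and these counts are not independent evidence. In camera with an estimated correlation between probes, 8 of the 15 kept a p under 0.05. Of these the leukotriene B4 pathway at 3 dpw, mmp9 and mmp13 at 7 dpw and immunoglobulins at 57 dpw were higher in HFD. Collagens at 1 and 14 dpw and zg16 at 7 and 36 dpw were lower in HFD, and so were cytokines and chemokines at 7 dpw, in 17 of 23 probes, opposite to the other immune sets. From the higher transcription of immune genes at 3 and 7 dpw, and the lower transcription of replication, secretion and collagen genes in the same weeks, the paper concludes that HFD strengthened inflammation in the wound and held back its repair.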

The observed alterations in gene transcripts had a lag time, manifesting themselves at later time points on the morphological appearance of the wounds. These morphological differences included poor epidermal organization, delayed scale mineralization, delayed the formation of fibrous tissue and altered wound contraction. Combined, our findings suggest that HFD interferes with the wound healing capacity of the fish resulting in delayed epidermal and dermal repair.

**Figure 11:**
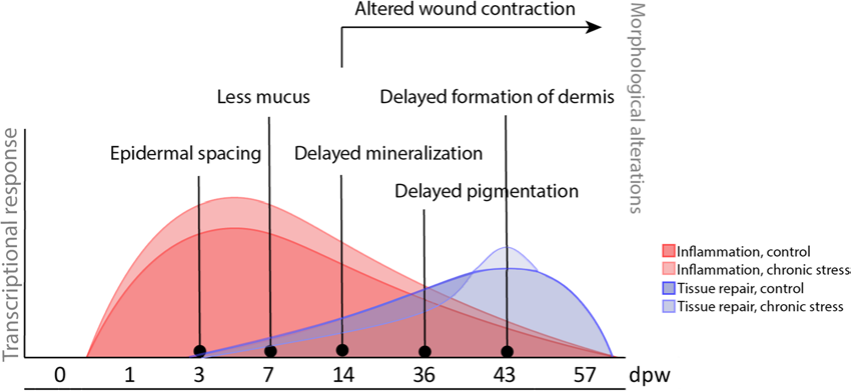
Summary of events that are altered by HFD in the healing wounds of Atlantic salmon. Inflammation and tissue repair were the two dominating transcriptional responses to wounding. In general HFD enhanced transcription of genes related to diverse inflammatory responses, while tissue repair was repressed at most time points. This resulted in several transient morphological changes in the wound and permanent alterations in wound contraction.

## Materials and Methods

### Fish stock, rearing conditions and sampling procedure

This study was carried out at the Industrial Laboratory (ILAB, Bergen Norway) between November 4^th^ 2014 to January 30^th^ 2015. Smolts (mean size 80 g) were distributed randomly in two 500 L tanks. The fish were stocked at 20 kg/m^3^ (N = 125) in the control treatment and at 100 kg/m^3^ (N = 625) in the HFD treatment. From the 4^th^ to the 6^th^ of November the fresh water in each tank was gradually replaced with seawater. The specific water flow was adjusted to 5 L/min in the control tank and 25 L/min in the HFD tank, corresponding to 0,5 L/kg/min at the start of the experiment. Water velocity (10 cm/sec) in each tank was kept stable and equal by adjusting the angle on the inlet water pipe. The oxygen level in the outlet water was kept higher than 80% saturation by automatic oxygenation of the water in the header tanks (Oxyguard Commander). Both temperature (ranging from 9.4–10 °C) and oxygen saturation were measured once daily (YSI 550, Xylem Inc., Yellow Springs, USA). Following transfer to full strength seawater the fish were exposed to a 12 hours light and 12 hours dark regime. The fish were fed a commercial dry diet (EWOS, size 2–3 mm, Oslo, Norway) in 10% excess throughout the study. The main experimental period lasted from 28^th^ of November 2014 until 30^th^ of January 2015. The biomass was not adjusted in order to avoid adding additional stressors to the experiment. As a result the fish growth were greater than the biomass sampled in the HFD treatment, causing the biomass to increase over the time course of the study. The fish density in the HFD group ranged from 116 to 146 kg/m^3^, with a mean fish density of 126 kg/m^3^. The fish growth in the control treatment did not compensate for the biomass lost at sampling, thus the fish density was reduced over time, ranging from 6 to 22 kg/m^3^ with a mean fish density of 14 kg/m^3^. Four weeks after transfer to seawater three biopsies (N = 90 per treatment), were excised with a 5 mm biopsy needle (Integra^TM^Miltex^TM^) as described by several authors^16,44^. Prior to wounding the fish were fully anesthetized with (MS22, Sigma-Aldrich). Skin samples were taken at 1,3,7,14,36,43 and 57 dpw (N = 12 for time point and treatment).

Fish for sampling were killed with an overdose of anesthetic (MS-222). Individual fish were weighed (g) and their length measured (cm). Blood was sampled with a heparinized syringe (Omnifix-F) from the caudal blood vessels and centrifuged (10 min at 4 °C and 4000 rpm). Plasma was stored at −80 °C for further analysis. Skin samples were collected from a standardized 1 cm^2^ area around each wound. Samples for gene transcriptional analyses were snap frozen in liquid nitrogen and transferred to −80 °C for storage. The skin samples were fixed in 4% Paraformaldehyde solution (Electron microscopy science) overnight and then washed in 1 x PBS (Sigma Aldrich), before stepwise dehydration to 70% ethanol and transferred to −20 °C for storage.

### *In vitro*-study, primary cell culture

In order to investigate the effect of temperature stress on keratocyte morphology, an *in-vitro* study with primary cell cultures were established. Keratocytes were cultured from scale explants, a method modified from previous work^45,46^. In brief, Atlantic salmon (N = 9, weight ~ 500 g), were killed by a blow to the head and transported from the rearing site (NIVA Research station, Solbergstrand, Norway) to Nofimas’ research facilities (Aas, Norway) in transport tanks with seawater. Single scales were picked (using forceps) and placed in 6 well tissue culture plate (Falcon Multiwell™ Becton Dickinson, NJ, U.S.A.) containing L-15 supplemented with fetal bovine serum (FBS) 10% (Sigma), 25 μg amphotericin B, 10 mL/L antibiotics (Sigma), 10 mL/L antimycotics (Sigma) and 0.01 M HEPES (Sigma). Each well contained three scales, and for each fish three plates were used. Each plate were cultured at one out of three different rearing temperatures: control (12 °C), low temperature (4 °C) and high temperature (16 °C). The temperatures were chosen based on optimum (12–14 °C) rearing temperature for Atlantic salmon as both lower and higher temperatures are associated with reduced fish growth^47,48^. After four days the cells were microscopically analyzed (Leica).

### Cortisol analysis

A direct enzyme immunoassay (EIA) was used to measure plasma cortisol^49^. Samples were added to 96 well plates coated with Rabbit anti-cortisol (Cat# 20-CR50, Fitzgerald Ind. Int’l, North Acton, MA, USA; diluted 1:30000). Color development was measured at 650 nm by an automatic plate reader (Sunrise BasicTM, software: MagellanTM V6.5, Tecan Group Ltd, Männedorf, Switzerland). Maximum binding (B0 = 150 µl EIA + 100 µl cortisol – HRP conjugate) and non-specific binding (NSB = 150 µl EIA − 100 µl cortisol – HRP conjugate) were determined. All standards were run in triplicates and samples in duplicates.

### Photography

Photographs were taken with Cyber-shot DSC-RX100 (Sony) with an internal calibration standard in each picture. The length, width, non-pigmented area and total wound area were measured with Image J (Image J. Inc), (N = 6 at 1–7 dpw and N = 12 at 14–57 dpw for each treatment).

### Histology

Skin samples for histology were embedded in paraffin, using the program 70%, 96%, and 3 × 100% et-OH, 3X xylene and 2X paraffin, total duration of 10 h (Leica TP1020). Following embedding, samples were sectioned into 5 µm sections. All the sections were stained with haematoxylin-eosin (Sigma-Aldrich) with an automatic staining machine (Leica autostainer XL). Staining with periodic acid-Schiff was done by oxidizing the sections in 0.5% periodic acid solution (Sigma-Aldrich) for 5 min, followed by Schiff reagent (Merck) for 15 min, and counterstaining in Mayer’s hematoxylin (Sigma-Aldrich). Staining for alizarin red (Sigma Aldrich) were done in a solution of 2 g Alizarin red in 100 mL dH_2_O, pH 4.3 for 2 min. Samples were dehydrated in increasing alcohol gradient (50–100%) and cleared in xylene. The slides were mounted with Fully Automated Glass Coverslipper (Leica CV5030). Staining of Proliferating Cell Nuclear Antigen (PCNA), was done with mouse anti-PCNA IgG2a (Millipore) and VECTASTAIN® Abc - HRP kit, anti-mouse IgG (Vector Laboratories) according to the manufacturer’s instructions (N = 3).

Three independent researchers analyzed the samples blind for mucus, epithelial spacing and scale mineralization, all scores may be found in Supplementary File 1. The amount of mucus present on samples were scored in a 10X magnification area on a scale from 0–4. Score values were defined as 0 (no mucous cells), 1 (less than 15 mucous cells), 2 (more than 15 mucous cells partly forming a continuous layer), 3 (one continuous layer of mucous cells), 4 (two continuous layers of mucous cells). Epidermal spacing were scored on a scale from 0–3 in a 5X magnification area, with the following scoring values: 0 (normal epidermis with no-spacing between keratocytes), 1 (little epidermal spacing), 2 (occurrence of epidermal spacing) and 3 (severe epidermal spacing). Since quantification of alizarin in sections is complicated, scoring of alizarin stained scales was defined as those with the strongest staining gained the maximum score “high”, those with less staining were classified as “low”.

### RNA extraction

Frozen skin sections with wounds were cut in half by a diagonal section, and repeated, and approximately one-fourth of the wound were transferred directly to 1 mL TRIzol (Thermo Fisher Scientific). Samples were homogenized in a Precellys®24 homogenizer. RNA was extracted from the homogenized tissues using PureLink™ Pro 96 well purification kit (Thermo Fisher Scientific) with on-column-DNase (Qiagen) digestion according to the protocol for TRIzol-homogenised samples. The concentration of extracted total RNA was measured with NanoDrop 1000 Spectrometer (Thermo Fisher Scientific) and RNA integrity was determined with Agilent 2100 Bioanalyzer with RNA Nano kits (Agilent Technologies). Samples with RNA integrity number (RIN) of 8 or higher were accepted.

### Microarray

Analyses were performed with Nofima’s Atlantic salmon DNA oligonucleotide microarray SIQ-6 (custom design, GPL16555) containing 15 K probes of genes selected by annotations and expression profiles. Microarrays were fabricated by Agilent Technologies; all reagents and equipment were purchased from the same source. All kits were used according to manufacturer’s protocol. In brief, RNA amplification and labelling with Cy3 was performed with Low Input Quick Amp Labeling Kits (200 ng of total RNA per reaction) and Gene Expression Hybridization Kits were used for fragmentation of labelled RNA and preparation of the hybridization setup. Microarrays were hybridized for 17 h in a hybridization oven at 65 °C and rotation speed of 10 rpm, washed for one minute with Gene Expression Wash Buffer I at room temperature, and one minute with Gene Expression Wash Buffer II at 37 °C. Washed slides were scanned with an Agilent SureScan Microarray scanner. Nofima’s bioinformatics package STARS^50^, was used for data processing and mining. Five replicates per group and time-point were included in analyses, and four biological replicates per group from intact skin, totally 78 arrays were used.

### qPCR

Synthesis of cDNA was performed on 500 ng RNA with SuperScript® VILO cDNA Synthesis Kit and Master Mix (Thermo Fisher Scientific). QPCR was performed in duplicates in 364 optical plates on a QuantStudio5-384w (AppliedBiosystems) in default “fast mode”. Each well had a final reaction volume of 10 μl (5 μl PowerUp™ SYBR™ Green Master Mix (AppliedBiosystems), 4 μl of 1:10 diluted cDNA and primers 0,5 μl of 10 µM forward and reverse primer). Quantification cycle (Ct) values were calculated using the second derivative method in the QuantStudio™ Design and Analysis Software v1.4.3. The efficiency of the RT qPCR reactions was estimated for all primer pairs by eight times 2-fold dilution series. RT-qPCR primers for *muc5ac.1, muc5ac.2/4* and *muc5b* and the housekeeping genes *elf1a* and *etif3* as describe by^30^. Two reference genes were evaluated for stability using the web-based comprehensive tool RefFinder which integrates the computational programs geNorm, Normfinder, BestKeeper and the comparative delta-Ct method^51^. The *etif3* and *elf1a* obtained similar stability score, while the mean value of the two genes were most stable and was therefore used in the normalization procedure. Five replicates per group and time-point were included in analyses. Relative expression ratios to mean expression levels in intact skin (N = 10, equal amounts of control and HFD) were calculated and the data was log_2_ transformed before data analysis and plotting.

### Statistics

Data analyses were performed in R (version 3.3.1, www.r-project.org). Data series were tested for normal distribution (Shapiro-Wilk normality test, R-function shapiro.test()). If the test was passed (p-value > 0.05), data were analyzed by ANOVA (R function aov()) and in case significant differences were found (p-value < 0.05), a Tukey *post-hoc* test was calculated (R function TukeyHSD()). If the normality test was not passed, Kruskal-Wallis rank tests (R function kruskal.test()) were used.

For evaluations of microarray results, the differentially expressed genes (HFD-control) were selected by the following criteria: log_2_-Expression Ratio >0.8| (1.75-fold) and p < 0.05. A complete gene list of DEG, gene identifier and their respective STARS category^52^, can be found in Supplementary File 1. The Euclidean distances were calculated, and the complete linkage clustering was drawn as a heat map. The dendrogram was pruned in order to identify 3 clearly-defined sub-clusters. For each cluster one-tailed Fisher tests for significant over-representation of functional categories (STARS) were run. Filtering, statistical analyses and plotting of results were performed in R.

### Animal statement

This study was approved by the local responsible laboratory animal science specialist under the surveillance of the Norwegian Animal Research Authority (NARA) and registered by the national ethics committee (the Norwegian Food Safety Authority, ID7058). The methods were carried out in accordance with the relevant guidelines and regulations.

## Electronic supplementary material

Supplementary file 1

## Data Availability

Data were submitted to Gene Expression Omnibus (GSE122142).

How the deposited data were processed for this re-analysis (not part of the article)

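Skin of Atlantic salmon kept at high fish density (HFD) or control density was measured with a 15k oligonucleotide microarray in one colour. There were 5 fish per treatment at 1, 3, 7 and 14 dpw and at 36, 43 and 57 dpw, and 4 per treatment for intact skin (0 dpw). Which array belongs to which treatment, day and fish was taken from the sample labels, which match the paper's groups. The repeat array of control fish 3 at 57 dpw was averaged with the first, so that 79 arrays stand for 78 fish.

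The authors deposited one scanner file per array, with the intensity of each of 15377 spots as Feature Extraction 12.0.1.1 wrote it. The processed signal in these files is an intensity from which the software had already subtracted the background, and it was not normalized between arrays. The authors also deposited a table of processed signal values for the 78 fish. The column totals of that table lie between 99.75% and 100.06% of their mean, so that its values had been scaled to one total per array. The paper names the STARS package for data processing and gives the criteria for differentially expressed genes, and its text names no test for the arrays. In its general statistics section ANOVA and Kruskal-Wallis tests are named, without saying that they were used for the arrays. ANOVA between 2 groups is the same as a test of 2 means with equal variance, and it is called the analysis of variance here. The log2 fold changes of Supplementary File 1 are the paper's values. They were used only to set beside the values computed here and to pair probe identifiers with names and functional categories.

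From the intensities the following was computed. The 536 control spots and the spots marked as outliers were left out, the processed signal was set on the log2 scale, and each array's 75th percentile over the 14841 probes was subtracted. A probe was tested at a day when it was well above background on at least as many arrays as the smaller group held. HFD was compared with control at each day separately with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). A probe passed the study's criteria with a log2 fold change beyond 0.8 in either direction and an unadjusted p under 0.05. The Benjamini-Hochberg count asked for the same fold change and an adjusted p under 0.05. Where a probe was well above background on no array of one group, the change is given as at least N-fold, the mean of the bright group against the lowest signal among the probes well above background on each array of the dim group. The fits were tested on data simulated with the spread of the 3 dpw arrays, with each probe drawn independently.

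The number of arrays and the signal over background limit the precision. Between 60.1% and 94.5% of the probes were well above background on an array. Over HFD and control arrays the medians were 85.5% and 83.6%.

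Gene sets (11) were fixed by name before the data were examined, as were the tests, the samples in each fit, the alternatives listed below except those named as added and the rule for naming genes. The names were matched to the identifiers of the supplementary list, since the scanner files give probe identifiers without gene names, and not to all tested probes as had been intended. The sets are therefore drawn from genes chosen on these arrays and are not independent evidence. A set score per fish is the mean over the set's tested probes of the log2 value minus the probe's mean over the fish of that day. Scores were compared by exact two-sided permutation tests with Benjamini-Hochberg adjustment over sets and days. The listed genes with a functional category were clustered by complete linkage on Euclidean distances into 3 clusters, as in the paper's methods, and categories were tested with one-sided Fisher's exact tests. The genes named are those of the results text and Fig. 5, at the days given there, and at each day the probes with the largest rise and fall among those past the criteria whose groups do not overlap. Genes named outside this rule are those behind small counts, and were chosen after their values were seen.

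The alternatives chosen at that time were quantile normalization, mean scaling with loess (span 0.3), the authors' scaled table, no filter on dim probes, a filter for probes well above background on every array, all 16 groups in one fit, the analysis of variance, an exact rank test, the replicate number as a block, slide as a block, only one of the repeated arrays, the intact skin of both treatments pooled, average linkage, camera, the median over a set's probes, and each fish left out in turn. Normexp (offset 50) had been planned on mean spot signals. The files hold median signals, and it was run on these. Normexp on medians, slide as a random block, all 16 groups with slide as a block, outlier spots kept, slide as a block for the set scores, and the analysis of variance on normexp values were added after the data were seen. Lists of marker names for muscle, blood, fat and epidermis were written before they were tested, and all their probes are likewise in the supplementary list. Plasma cortisol, wound measurements, histology and qPCR were not analysed here.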

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

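The tests of explanations in this part were chosen only after the results were seen. The test of the collagen score between 43 and 14 dpw was planned. A fish is given here when its gap to the nearest other fish of its group is too large for Dixon's test at 95%, which chance gives in about 1 in 20 groups. It was seen in 5 of 46 groups of set scores and in 8 of 80 groups of array measures.

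In the score of mmp9 and mmp13, fish 2 of each treatment at 1 dpw lay above the others of its group. HFD fish 2 was at 1.13 (the others at -0.45 to -0.04) and control fish 2 at 0.73 (the others at -0.35 to -0.13). At 7 dpw HFD fish 3 was at -0.25 (the others at 1.09 to 1.37) and control fish 4 at 0.32 (the others at -1.37 to -1.03). Without HFD fish 2 the difference at 1 dpw changed from 0.08 to -0.20. Of these 4 fish, 1, HFD fish 3 at 7 dpw, lay below every other array of its day in signal or in probes well above background, so that array quality cannot be told apart from a difference between fish for that one. A stronger or weaker response of single fish stays open and was not tested.

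Control fish 1 at 43 dpw had a zg16 score of -4.86, against 1.45 to 2.63 for the other control fish, and its SD from the group mean over all probes was 1.23, against 0.70 to 0.84 for the others and a median of 0.66 over all fish. It had 303 probes more than 3 lower and 177 more than 3 higher than its group on the log2 scale. Low array quality is argued against by its 77.9% of probes well above background, within the 73.6% to 87.0% of the other fish of that day, and by its 75th percentile of 299.7 within 258.5 to 430.8. A label from another group is argued against by its correlation with the group it resembles most, 0.949 across probes, below the lowest of any other fish (0.965). Muscle in the sample is argued against by a muscle marker score of 0.11 within the -0.85 to 0.62 of the other control fish (11 probes). Little epidermis in the sample stays open as a candidate explanation. The score of the 7 epidermis probes was -2.57, against 0.03 to 0.50 for the other control fish, but the probes went apart. Of the 7, 4 lay below all other fish of that day. Type II keratin E3 (Ssa#S35492043), the brightest, was at -1.71 against 3.40 to 5.03, periplakin (Ssa#S35543868) at -1.95 against 2.54 to 4.21, type II keratin E2 (Ssa#CK879833) at -6.60 against 0.41 to 2.57 and type I keratin S8 (Ssa#S22713494) at 0.07 against 0.57 to 2.34. The other 3 lay within the range of that day's fish. The next brightest, a probe named as keratin-associated protein or taxillin (Ssa#S35528169), was at 4.69 within 2.29 to 4.77, keratin type I cytoskeletal 20 (Ssa#GRASP209730277) at -0.08 within -1.53 to 1.47 and keratin 18 (Ssa#S31964202) at -0.75 within -0.85 to 0.48. All 7 probes come from the study's list, which was chosen on these arrays. The fat score was -0.85 (the other control fish at -0.77 to 0.31) and the blood score 0.42 (at -0.83 to 1.18). A wound whose epidermis had not closed cannot be told apart from a piece of skin taken with little epidermis, nor from a change in single epidermal genes, because the 7 probes are split.

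The HFD minus control difference in the collagen score was 1.69 larger at 43 dpw than at 14 dpw (-1.43 at 14 dpw and 0.27 at 43 dpw, permutation of the treatment labels within each day, p = 0.023). The permutation takes HFD to have no effect at either day. The lower score at 14 dpw alone can give a small p, so that a change between the days is not tested by it. Without control fish 1 at 43 dpw the difference between the days was 1.16 (permutation p = 0.0566), and the 43 dpw value became -0.26, which has the opposite sign. The higher mean at 43 dpw is thus consistent with an effect of that 1 control fish, and the smaller difference than at 14 dpw is seen with and without it, with a permutation p above 0.05 without it. At 14 dpw the epidermis score was higher in HFD by 0.35 (exact p = 0.0079, n = 5) while muscle was at -1.02 (exact p = 0.0238, n = 5), blood at -0.80 (exact p = 0.0556, n = 5) and fat at -0.68 (exact p = 0.0079, n = 5). The lowest adjusted p of the 32 marker tests was 0.0847. A different share of skin layers in the samples cannot be told apart from lower transcription in the same cells, because the collagens have no measure per layer.

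On the arrays themselves, the 75th percentile of HFD fish 5 at 43 dpw was 306.2 intensity units, against 393.0 to 426.0. The median background was 30.5 for HFD fish 1 at 0 dpw and 32.0 for control fish 7 at 0 dpw, each against 31.0 on the other arrays of its group. At 36 dpw it was 26.0 for HFD fish 1, against 22.0 to 22.5, and 26.5 for control fish 5, against 21.0 to 22.0. HFD fish 1 at 36 dpw also had 71.7% of probes well above background, against 83.4% to 87.0%. These arrays of 36 dpw lay on the same slide. Its arrays had a median background of 25.0 to 28.0, and 60.1% to 78.4% of probes well above background. That slide also held HFD fish 4 at 57 dpw, control fish 3 and 4 at 43 dpw, and control fish 1, 2 and 4 at 57 dpw. It held more control than HFD arrays, so that slide and treatment are partly mixed at 43 and 57 dpw. Control fish 3 at 3 dpw had 660 spots marked as outliers, against 70 to 225. No biological explanation was tested for these array measures.

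Some probes past Benjamini-Hochberg in limma are outside the study's list. There were 7 of 13 at 7 dpw, 1 of 7 at 14 dpw (Omy#BX877155, at -1.42) and 11 of 17 at 43 dpw. Over all 13, 7 and 17 probes, as many were given by 4 of 100 groupings of the fish at 7 dpw, 6 at 14 dpw and 2 at 43 dpw. Single groupings gave up to 87, 352 and 210 probes, and the probes outside the list were not counted apart. Chance can be excluded at 7 and 43 dpw only when each count is taken alone, without adjustment over the 16 counts made this way, and not at 14 dpw. Of the 11 at 43 dpw, 8 were well above background on no control array, so that only a lower bound of their change was measured. For Ssa#S18892325, among them, the control mean and SD equalled those of the listed Ssa#DY716866, at -7.59 and 0.24. The small spread behind the p of these probes is thus that of a floor. No technical explanation beyond the grouping was tested for the probes outside the list, which come with an identifier and no gene name.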

How the results depend on the processing

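The alternatives normexp on median signals, slide as a random block, all 16 groups with slide as a block, outlier spots kept, slide as a block for the set scores and the analysis of variance on normexp values were chosen after the data were seen. For the main results, 363 values under the alternatives other than leaving out a fish kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Further, 95 moved, 15 lost and 4 gained the threshold, and 2 reversed. These numbers leave out the set scores with the replicate number or slide as a block, which are given below. For single genes 738 kept both, 55 lost the threshold, 8 gained it and 1 reversed. The cause of a change was not tested, except where the construction of the alternative is named.

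Counts past the study's criteria depended most on the background correction. With normexp they were 30, 97, 311, 291, 213, 56, 92 and 57 on the 8 days from 0 to 57 dpw in order, of which 21, 91, 297, 280, 191, 51, 72 and 51 were also past the criteria in the main setting (237, 455, 829, 565, 552, 160, 440 and 209). With the analysis of variance on normexp values they were 11, 63, 270, 238, 152, 41, 54 and 41. With no filter on dim probes, which tests more probes, they were 374, 869, 241 and 327 at 0, 14, 36 and 57 dpw, and with probes well above background on every array, which tests fewer, 288, 93, 233 and 90 at 1, 36, 43 and 57 dpw. With the analysis of variance they were 117 at 0 dpw and 131 at 57 dpw. With an exact rank test they were 80, 251, 548, 289, 91, 202 and 91 at 0, 1, 3, 14, 36, 43 and 57 dpw. With the authors' scaled table they were 98, 197 and 98 at 36, 43 and 57 dpw. With all 16 groups in one fit they were 333, 944 and 431 at those days, with slide as a block in addition 373 at 36 dpw and 775 at 43 dpw, and with slide as a block at each day 711, 1167 and 288 at 1, 14 and 36 dpw. With the replicate number as a block the count at 57 dpw was 346. The other counts with all fish in the fit stayed within 1.5 times, those of quantile normalization and of mean scaling with loess at every day.

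The share of these probes higher in HFD moved with the scaling, the background correction or the authors' table by over 10 points at 6 days. It was 83.5% at 0 dpw, against 53.3% with normexp, 57.3% with quantile normalization, 58.1% with loess and 51.6% with the authors' table. At 1 dpw it was 18.5%, against 42.3% with normexp, 41.3% with quantile normalization and 35.2% with loess. At 3 dpw 53.2% became 77.8% with normexp and 64.3% with loess, and at 14 dpw 51.6% became 34.7% with normexp and 64.7% with the authors' table. At 43 dpw 83.6% became 67.4% with quantile normalization and 66.4% with loess, and at 57 dpw 83.3% became 70.2%, 61.3%, 54.2% and 70.4% with normexp, quantile normalization, loess and the authors' table. The median log2 fold change of all probes was moved to -0.12 at 43 dpw by normexp and to 0.12 at 14 dpw by the authors' table, from 0.03 at both days.

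Alternatives other than the scaling also turned the majority. At 36 dpw 68.8% were higher in HFD, against 48.5% with no filter on dim probes, 40.5% with all 16 groups in one fit, 39.2% with slide as a block and 34.9% with all 16 groups and slide. At 7 dpw 36.1% became 68.0% with slide as a block. The 51.6% at 14 dpw fell below 50% with quantile normalization (43.0%), loess (45.0%), no filter on dim probes (40.4%), the every-array filter (38.6%), all 16 groups (47.4%), the exact rank test (44.3%), the replicate number as a block (46.9%), slide as a block (44.9%), all 16 groups and slide (33.3%) and the analysis of variance on normexp values (39.5%), so that it has no clear majority. With the authors' table the 53.2% at 3 dpw became 48.8%, and with the analysis of variance on normexp values the 83.5% at 0 dpw became 36.4%. With a fish left out, the share ranged from 65.6% to 87.8% at 0 dpw, 13.1% to 25.4% at 1 dpw, 46.8% (without HFD fish 1) to 57.1% at 3 dpw, 30.6% to 47.7% at 7 dpw, 41.0% (without HFD fish 5) to 74.9% (without control fish 5) at 14 dpw, 35.1% (without control fish 5) to 83.7% (without control fish 1) at 36 dpw, 75.1% to 87.1% at 43 dpw and 67.0% to 94.7% at 57 dpw. Without turning it, slide as a block moved the share to 41.4%, 72.4% and 53.8% at 1, 43 and 57 dpw.

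Counts past Benjamini-Hochberg (13, 7 and 17 at 7, 14 and 43 dpw and 0 at the other days in limma, where 855, 1236, 2525, 331 and 418 probes had an unadjusted p under 0.05 at 0, 1, 3, 36 and 57 dpw) rose with all 16 groups in one fit, which shares one estimate of the spread, to 22, 342, 122, 27, 3 and 76 at 1, 3, 7, 14, 36 and 43 dpw, and were 10, 148, 57, 0, 9 and 44 with slide as a block in addition. With the analysis of variance they were 1, 1, 1 and 7 at 3, 7, 14 and 43 dpw, with normexp 4, 1 and 0 at 14, 36 and 43 dpw, and with the analysis of variance on normexp values 4, 0 and 0 at 7, 14 and 43 dpw. With the authors' table they were 1, 1 and 4 at 7, 36 and 43 dpw, with probes well above background on every array 4 at 43 dpw, and with slide as a block at each day 0, 0 and 6 at 7, 14 and 43 dpw.

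HFD and control fish share replicate numbers from 1 to 57 dpw. The deviations of same-numbered fish from their group means had a correlation over 0.1 in 9 of 35 pairs, with a mean of -0.02, so that the numbers do not pair the fish. With the replicate number as a block the counts past the study's criteria were 487, 825, 569, 672, 182, 374 and 346 on the 7 days from 1 to 57 dpw in order, of which that at 57 dpw moved, and the counts past Benjamini-Hochberg at 7 and 43 dpw were 0 and 5. No block by number could be fitted at 0 dpw, where the treatments share no numbers.

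The number of probes whose response to wounding changed direction, 20 in the main setting, was 10 with pooled intact skin, 8 with quantile normalization and 9 with loess. With pooled intact skin the correlation of the responses was 0.922, 0.917, 0.903, 0.947 and 0.916 at 1, 3, 7, 36 and 57 dpw, where a shared baseline alone gave 0.386 in simulations. The correlation with the paper's listed fold changes rose from 0.958, 0.965, 0.945 and 0.918 at 3, 7, 14 and 36 dpw to 0.988, 0.993, 0.993 and 0.990 with normexp, and at 14 and 36 dpw to 0.967 and 0.980 with the authors' table. Average linkage gave clusters of 626, 6 and 1, quantile normalization 180 in the second cluster and loess 10 in the third.

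The set scores were computed with normexp, quantile normalization, loess, the authors' table, no filter on dim probes, the median over the probes, camera, the replicate number as a block and slide as a block, and not with the every-array filter, all 16 groups in one fit, the exact rank test, slide as a random block or outlier spots kept. With slide as a block 5 reversed, at 0.34 for DNA replication at 3 dpw (main value -0.99), 0.65 for cytokines and chemokines at 3 dpw (-0.22), -0.057 for mmp9 and mmp13 at 1 dpw (0.08), -0.13 for the mucin probe at 7 dpw (0.15) and 0.021 for zg16 at 43 dpw (-1.06), and giant mucus proteins at 7 dpw went from -0.57 to -0.0061. Tested in a linear model on the 4 or 5 residual degrees of freedom among the fish, 2 of the 15 scores with an exact p under 0.05 kept a p under 0.05, zg16 at 36 dpw (-3.31) and immunoglobulins at 57 dpw (1.16). Besides the reversed DNA replication score, 12 lost it and kept their direction: the leukotriene B4 pathway at 3 and 7 dpw (1.21 and 1.08), mmp9 and mmp13 at 3, 7 and 14 dpw (0.44, 2.12 and 1.82), cytokines and chemokines at 7 dpw (-1.10), collagens at 1, 3, 7 and 14 dpw (-1.19, -1.02, -1.13 and -1.10), zg16 at 7 dpw (-1.36) and glycosyltransferases at 7 dpw (-0.40). At 1, 3, 7 and 14 dpw this fit compares the treatments only within the 1 slide that held both, 1 HFD fish against 1 control fish, so that it has little power.

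With the replicate number as a block the scores have the same differences. In the linear model 11 of the 15 kept a p under 0.05, mmp9 and mmp13 at 3 and 14 dpw (1.17 and 1.56), DNA replication at 3 dpw (-0.99) and collagens at 3 dpw (-0.63) lost it, and giant mucus proteins at 7 dpw (-0.57) and immunoglobulins at 36 dpw (0.53) gained it. An exact test on 5 pairs cannot give a p below 0.0625.

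Under the other alternatives named the set scores kept their direction except for cytokines and chemokines at 3 dpw with normexp (0.033, exact p = 0.897, main value -0.22) and collagens at 43 dpw with the median over the probes (-0.032, exact p = 0.937, main value 0.27), which reversed. The mmp9 and mmp13 score at 14 dpw lost its exact p under 0.05 with normexp (1.23), loess (1.54), the authors' table (1.58) and the median over the probes (1.45). That of collagens at 3 dpw lost it with loess (-0.59), the authors' table (-0.60) and the median (-0.47), and that at 7 dpw with the median (-0.27). In camera, with an estimated correlation between probes, the p rose above 0.05 for the leukotriene B4 pathway at 7 dpw (0.90), mmp9 and mmp13 at 3 dpw (1.17) and 14 dpw (1.56), DNA replication at 3 dpw (-0.99), collagens at 3 dpw (-0.63) and 7 dpw (-0.84) and glycosyltransferases at 7 dpw (-0.67). With the median, mitochondrial respiration at 14 dpw gained it (-0.96), and so did immunoglobulins at 36 dpw with normexp (0.55), the median (0.66) and camera (0.53). Of the single genes at 3 dpw mcm6 reversed with slide as a block (0.042, main value -1.56), and PCNA and pola2 were near 0 (-0.0060 and -0.040, main values -1.05 and -0.97). With all 16 groups and slide in one fit they were at -1.94, -1.22 and -1.07.

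With each fish left out in turn, the counts past the study's criteria ranged from 186 to 666 at 0 dpw (highest without HFD fish 1), 368 to 596 at 1 dpw, 693 to 1059 at 3 dpw, 432 to 684 at 7 dpw, 403 to 808 at 14 dpw, 160 to 302 at 36 dpw (highest without control fish 5), 310 to 688 at 43 dpw (highest without control fish 1) and 158 to 475 at 57 dpw (highest without HFD fish 4). Those past Benjamini-Hochberg ranged from 0 to 0 at 0 dpw, 0 to 1 at 1 dpw, 0 to 248 at 3 dpw (highest without control fish 5), 0 to 112 at 7 dpw (highest without control fish 4), 1 to 19 at 14 dpw (highest without control fish 5), 0 to 1 at 36 dpw, 9 to 48 at 43 dpw (highest without control fish 1) and 0 to 1 at 57 dpw.

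The set scores with a fish left out ranged from 1.15 to 1.53 at 3 dpw and 0.81 to 1.07 at 7 dpw for the leukotriene B4 pathway, and for mmp9 and mmp13 from -0.20 (without HFD fish 2) to 0.28 at 1 dpw, 0.96 to 1.39 at 3 dpw, 1.66 to 2.09 at 7 dpw and 1.28 to 2.05 at 14 dpw, where 8 of 10 left the exact p above 0.05. They ranged from -0.34 to -0.13 at 3 dpw and -1.19 to -0.96 at 7 dpw for cytokines and chemokines, and from -1.26 to -0.79 at 3 dpw for DNA replication. For collagens they ranged from -0.96 to -0.67 at 1 dpw, -0.74 to -0.42 at 3 dpw (6 of 10 above 0.05), -1.02 to -0.57 at 7 dpw (7 of 10), -1.65 to -1.31 at 14 dpw and -0.26 (without control fish 1) to 0.53 at 43 dpw, and the difference between 43 and 14 dpw from 1.16 (without control fish 1 at 43 dpw) to 1.96. For mitochondrial respiration at 14 dpw they ranged from -0.86 to -0.47, for zg16 from -1.82 to -1.34 at 7 dpw, -3.61 to -2.78 at 36 dpw and -2.45 (without control fish 1) to -0.57 at 43 dpw, for giant mucus proteins at 7 dpw from -0.73 to -0.45, for glycosyltransferases at 7 dpw from -0.80 to -0.53 (6 of 10 above 0.05), for mucins at 7 dpw from 0.07 to 0.26, and for immunoglobulins from 0.33 to 0.67 at 36 dpw and 0.80 to 1.21 at 57 dpw. Of the single genes col10a1 at 43 dpw reversed without control fish 1 (-0.045) and was highest without control fish 3 (3.00). A group of 4 has a larger smallest exact p than a group of 5, which is part of the construction.

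What signal over background limits was looked at by the mean signal of the probes. Of the probes past the study's criteria, 44.1% at 3 dpw and 63.9% at 43 dpw were in the lowest of 3 equal bins of mean signal, and with normexp 6.8% and 2.2%.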

Differences from the paper's values

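The number of differentially expressed genes in the paper's Table 1 is 14, 58, 254, 206, 140, 46, 72 and 41 on the 8 days from 0 to 57 dpw in order. Here 237, 455, 829, 565, 552, 160, 440 and 209 probes passed the same criteria, 16.9, 7.84, 3.26, 2.74, 3.94, 3.48, 6.11 and 5.10 times the paper's numbers. None of the alternatives set before the data were examined, which include quantile normalization, loess, the authors' scaled table, other filters on dim probes, all 16 groups in one fit, the analysis of variance, an exact rank test, the blocks by slide and replicate number and each fish left out, comes within 1.5 times of the paper's number at any day. Of those chosen after seeing the values, normexp on median signals comes within 1.5 times at 3 dpw (311), 7 dpw (291), 36 dpw (56), 43 dpw (92) and 57 dpw (57) and not at 0, 1 and 14 dpw (30, 97 and 213), and the analysis of variance on normexp values comes within it at all 8 days (11, 63, 270, 238, 152, 41, 54 and 41).

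The smallest of the 3 clusters holds about 9 genes in Fig. 4, read by eye, and 3 identifiers here. Mean scaling with loess, planned before the data were examined, gives 10. Average linkage gives 1, and quantile normalization and the authors' table give 2 each.

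Of 54 values of a gene at a day set beside the supplementary list, 7 differed by more than their spread. CCL20 (Ssa#S35549491) at 3 dpw has a log2 fold change of -1.01 in the paper and -3.98 here. It was well above background on 3 of 5 HFD arrays. The alternatives set before the data were examined, and slide as a random block, all 16 groups with slide as a block and outlier spots kept, gave -5.18 to -3.30, none within the spread. Normexp, chosen after seeing the values, gives -1.11, and the analysis of variance on normexp values has the same fold change.

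The other 6 are among the probes without overlap that had the largest fold changes of their day. A further CCL20 probe (Ssa#S50370761) at 3 dpw has -0.57 in the paper and -3.15 here, catechol-O-methyltransferase domain-containing protein 1 (Ssa#GRASP209736395) at 14 dpw 1.12 in the paper and 3.06 here, and inducible nitric oxide synthase (Ssa#S35552650) at 36 dpw -1.68 in the paper and -4.37 here. For these 3 none of the alternatives set before the data were examined comes within the spread. Normexp, chosen after seeing the values, does, at -0.66, 1.21 and -1.68. The CCL20 probe and nitric oxide synthase were each well above background on 2 of 5 HFD arrays, and the methyltransferase on 4 of 5 control arrays. The size of these changes therefore rests partly on signals that were not well above background. A protein kinase subunit (Ssa#DY716866) at 43 dpw has 0.82 in the paper, 1.76-fold, and 4.03 here, where no control array was well above background and only a rise of at least 3.32-fold was measured. No alternative set before the data were examined comes within the spread, and normexp, chosen after seeing the values, does, at 0.31.

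LBH (Ssa#TC69706) at 14 dpw has 1.37 in the paper and 3.15 here, where it was well above background on 3 of 5 control arrays. Of the alternatives set before the data were examined, the authors' table (2.60) and leaving out control fish 5 come within the spread and the others do not, and of those chosen after seeing the values normexp (1.43) and all 16 groups with slide as a block (2.80) do. The CCL20 probe Ssa#S50370761 at 57 dpw has -1.12 in the paper and -2.26 here. Set before the data were examined, the authors' table (-1.64), slide as a block (-1.76), the repeat array alone (-2.23) and leaving out HFD fish 2 or control fish 1 or 2 come within the spread and the others do not. Chosen after seeing the values, normexp (-1.02), slide as a random block (-2.19) and all 16 groups with slide as a block (-1.72) do. For all 6 the analysis of variance on normexp values has the fold change of normexp.

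The paper states that no differentially expressed gene changed direction because of HFD. Of 3210 pairs of a probe and a day past the criteria, 1047 had responses of opposite sign, in 20 both past the criteria and in 7 both past Benjamini-Hochberg in limma.

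The paper gives secretion, DNA replication and immunity as the roles of most genes in the cluster lowered by HFD in the first weeks. Of the 285 identifiers in the lowered cluster here, 75 were immune, 8 of secretion and 2 of DNA replication, together 29.8%. The list has 12 identifiers of DNA replication, all lower in HFD at 1 and 3 dpw. The paper describes its second cluster as lower over the whole period. The smallest cluster here had a mean of 1.90 at 14 dpw and 1.02 at 43 dpw. In clusters of the paper's listed fold changes, the cluster of 28 was lower at 6 of the 7 days after wounding.

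The paper names chemokines among the immune genes raised by HFD, and also among those in its cluster lowered in the first weeks. Past the criteria 4 of 20 were higher and 6 lower at 3 dpw, and 4 higher and 11 lower at 7 dpw, and by the paper's listed values 5 were higher and 4 lower at 3 dpw and 4 higher and 10 lower at 7 dpw.

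The paper calls mmp9 and mmp13 the immune genes longest and most strongly induced. By number of days an mmp9 probe led with 5 days, and with the exact rank test no probe of either led. In size, 13 of the other immune identifiers had a larger rise, 4 with normexp and 32 with slide as a block.

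The paper reports lower transcription of muc5ac.1 in HFD by qPCR. On the arrays the single Mucin 5AC probe (Ssa#S35597062), which could not be matched to a copy of the gene and was added after its values were seen, was higher in HFD at 3 dpw by 1.14 (exact p = 0.0079, n = 5), and by 1.09 to 2.29 under the alternatives with all fish.

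The paper calls zg16 transcripts the most strongly lowered. Of the 20 lowest values past the criteria, 5 were zg16 (6 with normexp and 7 by the paper's listed values), and the lowest was that of Gig2-3 (Ssa#S35528745) at 1 dpw, here and by the listed values. With normexp the lowest was col10a1 at 14 dpw.

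The paper reports the mmp9 and mmp13 difference over the first weeks. The score at 1 dpw was 0.08 (exact p = 0.722, n = 5). It reports 2 giant mucus proteins lowered at 7 dpw. Of the 3 probes, Ssa#S35551560 and Ssa#S35547500 were lower, and Ssa#GRASP209734157 was higher by 0.82.

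The paper reports higher collagen transcription at 43 dpw. The collagen score was 0.27 (exact p = 0.818, n = 5), and neither Col6a2 (Ssa#STIR40939), at 1.11, nor col10a1 (Ssa#S35501247), at 1.96, nor laminin beta-4 (Ssa#S35552677), at 1.64, passed the criteria. With all 16 groups in one fit the 3 probes passed, and likewise with slide as a block in addition, a fit chosen after seeing the values. With slide as a block at that day Col6a2 and laminin beta-4 passed. Without control fish 4 Col6a2 passed.

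Further probes past 0.8 in the paper's list at days for which Fig. 5 shows a change did not pass here. Serum amyloid A in intact skin was at 0.84 to 1.62 over 4 probes, of which Ssa#GRASP221221375 passed with all 16 groups in one fit and without HFD fish 1. At 7 dpw that probe was at 0.83 and passed with the authors' scaled table, without HFD fish 3 or control fish 3, and with outlier spots kept, an alternative chosen after seeing the data. Col10a1 (Ssa#S35501247) was at -1.16 at 1 dpw, where it passed with the replicate number as a block, without HFD fish 5 or control fish 2, and with normexp, which was chosen after seeing the data. At 3 dpw it was at -0.89 and no setting passed. The lectin Ssa#CB509156 was at 2.32 at 1 dpw, where no setting passed, and at -3.92 at 57 dpw, where the authors' table and leaving out control fish 1 or 4 passed it, as did all 16 groups with slide as a block, chosen later.

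Adiponectin (Ssa#S35490606) was at -1.35 at 14 dpw and passed with all 16 groups in one fit, the replicate number as a block, without HFD fish 2 or 5, and, of the alternatives chosen after seeing the data, with normexp and with all 16 groups and slide as a block. Fibronectin (Ssa#S35698682) at 36 dpw was at 0.88 and passed with all 16 groups in one fit, slide as a block, without control fish 4, and, chosen later, with normexp, slide as a random block, and all 16 groups with slide as a block. At 57 dpw it was at 0.98 and passed with all 16 groups in one fit and without HFD fish 5.

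At 43 dpw prostaglandin D synthase (Ssa#TC108704) was at 1.29 and passed with all 16 groups in one fit, with and without slide as a block, the former chosen later, with slide as a block at that day, and without control fish 5. C type lectin receptor A (Ssa#S21512941) was at 0.71 and passed with the authors' table and without control fish 2. The giant mucus protein probes were at 1.57 (Ssa#S35551560) and 2.30 (Ssa#GRASP209734157) and the large mucosal protein (Ssa#S35547500) at 1.74. All 3 passed with all 16 groups in one fit, and with slide as a block in addition, chosen later. The first passed also without control fish 5, and the second without control fish 1, with the exact rank test, and with normexp and the analysis of variance on normexp values, both chosen later.

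Of zg16, Ssa#TC76324 at 7 dpw (-0.996) passed with the authors' table, without control fish 4, and with outlier spots kept, chosen later. Ssa#S35517739 was at -1.32 at 3 dpw, where it passed without control fish 1. At 43 dpw it was at -2.48 and passed with all 16 groups in one fit, without control fish 1, and, chosen later, with normexp, the analysis of variance on normexp values, and all 16 groups with slide as a block. At 57 dpw Ssa#TC76324 (-0.96), Ssa#S35523019 (-0.64) and Ssa#S50370027 (-0.91) passed without HFD fish 5, and the last also without control fish 4.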

Other observations

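The tests of explanations in this part were chosen only after the results were seen.

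Other groupings of the same fish into groups of the same sizes were counted, 35 at 0 dpw and 100 at the other days, the real one included. As many probes past the study's criteria were found in 14 of 35 groupings at 0 dpw, and in 6, 1, 3 and 7 of 100 at 1, 3, 7 and 14 dpw and 66, 17 and 48 of 100 at 36, 43 and 57 dpw. Taken alone, without adjustment over the 16 counts, chance can be excluded at 3 and 7 dpw, and not at the other days. For the counts past Benjamini-Hochberg in limma the groupings with as many probes were 35 of 35 at 0 dpw, 100 of 100 at 1, 3, 36 and 57 dpw, 4 at 7 dpw, 6 at 14 dpw and 2 at 43 dpw.

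The counts past the study's criteria were above the paper's at all 8 days. Probes in the lowest of 3 bins of mean signal were tested as the whole explanation. The calls outside that bin were still above the paper's number at 8 days, which argues against it. They were 83 at 0 dpw and 463 at 3 dpw. This does not exclude the background correction, since normexp lowered the calls outside that bin to 27 and 290. The analysis of variance on normexp values, chosen after seeing the values, came within 1.5 times of the paper's number at all 8 days. The paper does not state its background correction, so that this cause could not be tested directly.

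At 57 dpw 83.3% of the called probes were higher in HFD. The scaling of probes of low signal may explain part of it. In the lowest bin of mean signal loess brought the share down by 50.7 points, from 87.7% to 37.0%, and outside that bin the share was 75.9% with both scalings.

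The HFD response at 3 dpw was set against a difference between slides as its whole cause. With all 16 groups in one fit 342 probes passed Benjamini-Hochberg in limma, and with slide as a block in addition 148, of which 128 were among the 342. All 342 kept their sign with slide as a block, which argues against slides as the whole cause. A slide effect at an adjusted p under 0.05 was found for 2137 of 14318 probes. With slide as a block within 3 dpw alone, the replication gene mcm6 changed from -1.56 to 0.042 and the score of the 12 replication probes from -0.99 to 0.34, 1 fish against 1, so that a part played by slides stays open for them.

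The lectin Ssa#CB509156 ranged over 11.07 on the log2 scale in intact skin, from -5.92 to 5.15, and the median range of the 16 groups was 8.82. A difference between fish that was present before wounding is a candidate explanation of its spread. The 2 arrays of control fish 3 at 57 dpw differed by 1.83 for this probe, and 1 pair of arrays is too few to tell array noise from it. Variation between the fish in a gene of this family stays open.

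In the authors' scaled table, 8 columns at 1 dpw matched the scan of another fish better than their own, each of the same treatment. The lowest correlation with the best scan was 0.987 over all columns, and for these columns that with their own scan was 0.923 to 0.982. Replicates in another order within their group may explain this, since the lowest correlation of these columns with the best scan was 0.9997. The means of the groups do not depend on the order.

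Against intact skin, 2957 probes passed Benjamini-Hochberg in limma in both treatments at 36 dpw. The intact skin and the 36 to 57 dpw arrays were scanned in different campaigns, so that a late response to wounding and the campaign cannot be told apart.

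The 2 arrays of control fish 3 at 57 dpw had a correlation of 0.967 across 11331 probes, and 2147 probes (18.9%) differed by more than 0.8. Probes of low signal as the whole cause are argued against, since 45.9% of these were in the lowest of 3 bins of mean signal, and outside it the SD of the difference was 0.64. The SD of the difference over all probes was 0.71, against 0.77 to 1.00 between fish of that group.

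Immunoglobulins (16 probes), which the paper shows in Fig. 5 and does not discuss with the late days, had a score of 1.01 at 57 dpw (exact permutation p = 0.0159, n = 5, 15 of 16 probes higher in HFD) and of 0.53 at 36 dpw (exact p = 0.127, n = 5). The probe of the GINS subunit PSF3 (Ssa#S47727879) rose from intact skin to 1 dpw by 6.89 in control and 3.51 in HFD, whereas the 11 other replication probes changed by -1.51 to -0.43 in control and -1.64 to -0.38 in HFD. The fat marker score was lower in HFD at 7 dpw, at -1.08 (exact p = 0.0079, n = 5). No explanation was tested for these values.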
